# Hepatocyte delivery of miR-34b/c reduces hepatic stellate cell activation and improves liver fibrosis

**DOI:** 10.1016/j.omtn.2025.102593

**Published:** 2025-06-09

**Authors:** Pasquale Piccolo, Rosa Ferriero, Claudia Perna, Edoardo Nusco, Marcello Monti, Rossella De Cegli, Anna Barbato, Nicolina Cristina Sorrentino, Maria Teresa Viscomi, Marica Cariello, Antonio Moschetta, Severo Campione, Nicola Brunetti-Pierri

**Keywords:** MT: Non-coding RNAs, liver fibrosis, AAV, miR-34b/c, hepatic stellate cells, microRNA, therapy

## Abstract

Liver fibrosis is a major health problem worldwide and currently available treatments are only supportive. The microRNA-34 (miR-34) family is upregulated in response to chronic liver injuries, and miR-34b/c downregulates the platelet-derived growth factor signaling receptors. Mice deleted of miR-34b/c were found to be more susceptible to liver fibrosis. Adeno-associated viral (AAV) vector-mediated hepatocyte-specific expression of miR-34b/c ameliorated liver fibrosis/cirrhosis in mice. Interestingly, expression of miR-34b/c into hepatocytes inhibited hepatic stellate cell activation*,* although no evidence of miR-34b/c expression or transfer from hepatocytes was found into hepatic stellate cells. In conclusion, these findings support delivery of miR-34b/c as anti-fibrotic treatment and may pave the way toward the development of novel microRNA (miRNA)-based therapies against hepatic fibrosis.

## Introduction

Liver fibrosis is the deposition of scar tissue in the hepatic parenchyma induced by chronic injury from a variety of causes. Liver fibrosis can progress into cirrhosis that affects the organ architecture and functions with aberrant vasculature and regenerative nodules that result in portal hypertension, organ failure, and hepatocellular carcinoma. Liver cirrhosis is a leading cause of morbidity and mortality worldwide with very limited treatment options.^1^ Currently available treatments for liver fibrosis and cirrhosis are indeed only supportive and liver transplantation is the only life-saving option in severe cases.

Several microRNAs (miRNAs) have been found to regulate liver fibrosis, particularly through activation of hepatic stellate cells (HSC) and their *trans*-differentiation into myofibroblast cells, a key step in liver fibrosis. The miRNAs encapsulated within extracellular vesicles can be secreted and act as paracrine or endocrine effectors, particularly during liver damage.^2^ Few miRNAs have been found to have profibrotic roles such as the miR-21, whereas others such as miR-29a, miR-214, and miR-223 were found to have anti-fibrotic activity.^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^

We previously found that miR-34b-5p and miR-34c-5p (henceforth miR-34b and miR-34c, respectively) are upregulated in mouse models of liver fibrosis and prevent fibrosis caused by hepatic expression of mutant Z α1-antitrypsin through inhibition of platelet-derived growth factor (PDGF) signaling in a mouse model of liver disease due to alpha1-antitrypsin deficiency.^12^ Besides fibrosis, the miR-34 family has been involved in cancer and various other human diseases.^13^^,^^14^ In the present study, we show that mice deleted for the miR-34b/c develop exaggerated liver fibrosis in response to pro-fibrotic injuries and adeno-associated viral (AAV) vector-mediated delivery of miR-34b/c to hepatocytes inhibits HSC activation and has anti-fibrotic activity *in vivo*.

## Results

### Increased liver fibrosis in mice deleted for miR-34b/c

To investigate the role of miR-34b/c in liver fibrosis, *miR-34b/c*^−/−^ and wild-type control mice were subjected to pro-fibrotic insults, including thioacetamide (TAA) and carbon tetrachloride (CCl_4_) at increasing doses for 6 and 4 weeks, respectively. Although TAA induced liver fibrosis in both *miR-34b/c*^−/−^ and wild-type control mice (Figure 1A), livers of *miR-34b/c*^−/−^ mice showed significantly increased collagen deposition, greater hydroxyproline content (Figures 1A–1C), and increased expression of fibrosis (*Acta2*, *Ctgf*, *Tgfb1*, and *Timp1*) and inflammatory marker (*Ccl2* and *Il6*) genes compared to wild-type mice (Figures 1D and S1A). Consistently, increased α and β subunits of PDGF receptor (PDGFR-α and -β) and α-smooth muscle actin (α-SMA) proteins that are markers of HSC activation were detected in TAA-treated *miR-34b/c*^−/−^ mouse livers compared to wild-type controls (Figures 1E and S1B). Compared to controls, serum alanine transaminase (ALT) activities were similarly increased by TAA in wild-type and *miR-34b/c*^−/−^ mice, whereas no differences in serum aspartate transaminase (AST) were detected among fibrotic and non-fibrotic controls (Figure S1C). Compared to controls, livers of *miR-34b/c*^−/−^ mice showed increased collagen deposition (Figures 2A and 2B), hydroxyproline content (Figure 2C), expressions of fibrosis and inflammatory genes (Figures 2D and S2A), and PDGFR-α/β and α-SMA proteins after CCl_4_ treatment (Figures 2E and S2B). Consistent with previous studies with similar dosage,^6^^,^^15^ CCl_4_ did not increase serum ALT activities compared to vehicle-treated animals (Figure S2C). Altogether, these data show that *miR-34b/c*^−/−^ mice are more susceptible to fibrotic injuries and support a protective role of miR-34b/c against liver fibrosis. Moreover, expression of miR-34c was increased in RNA from whole liver but not in the hepatocyte fraction of mice treated with TAA (Figure S3).

**Figure 1:**
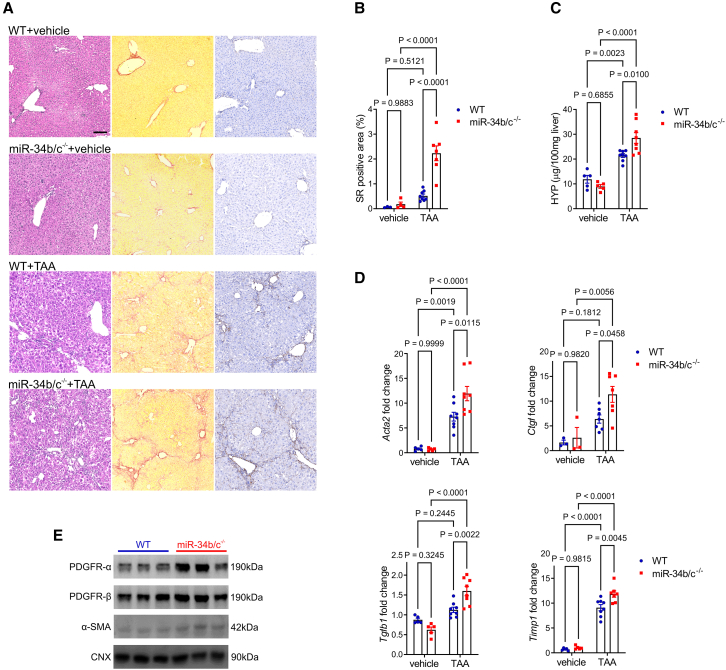
*miR-34b/c*^*−/−*^ mice are more susceptible to thioacetamide-induced liver fibrosis (A) Representative hematoxylin and eosin (left), Sirius red (SR) (central), and anti-COL1A1 (right) staining of livers from C57BL/6 wild-type (WT) and *miR-34b/c*^*−/−*^ mice treated with thioacetamide (TAA) (*n* = 8 per group) or vehicle (*n* = 5 per group). Scale bar, 100 μm. (B) Quantitative morphometry of SR staining. Data are expressed as percentage over total field area. (C) Liver hydroxyproline (HYP) content. (D) Real-time PCR of fibrosis marker genes and (E) western blot on liver extracts from WT or *miR-34b/c*^*−/−*^ mice treated with TAA (*n* = 3 per group). Calnexin (CNX) was used as loading control. Two-way ANOVA plus Tukey’s post-hoc.

**Figure 2:**
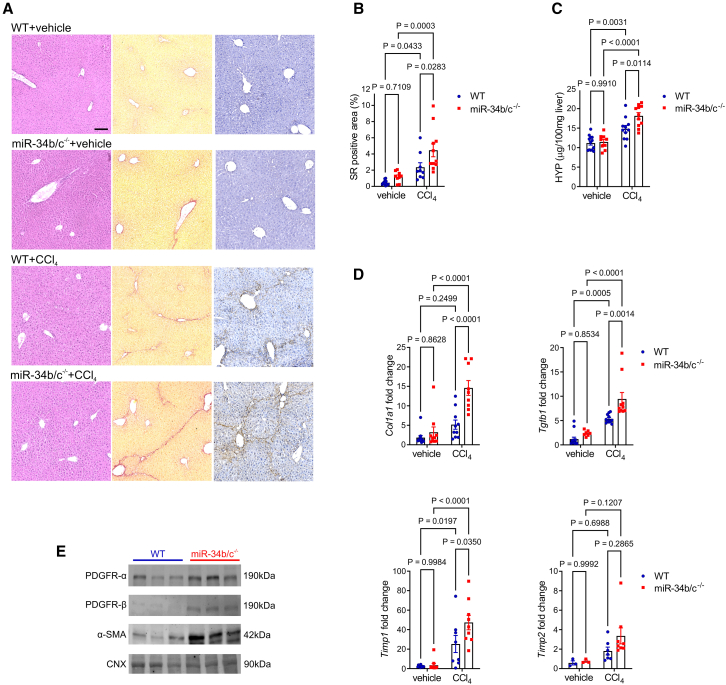
*miR-34b/c*^*−/−*^ mice are more susceptible to carbon tetrachloride-induced liver fibrosis (A) Representative hematoxylin and eosin (left), Sirius red (SR) (central), and anti-COL1A1 (right) staining of livers from C57BL/6 wild-type (WT) and *miR-34b/c*^*−/−*^ mice treated with carbon tetrachloride (CCl_4_) (*n* = 11 per group) or vehicle (*n* = 9–13 per group). Scale bar, 100 μm. (B) Quantitative morphometry of SR staining. Data are expressed percentage over total field area. (C) Liver hydroxyproline (HYP) content. (D) Real-time PCR for fibrosis marker genes, (E) Western blot analysis on liver extracts from WT and *miR-34b/c*^*−/−*^ mice treated with CCl_4_ (*n* = 4 per group). Calnexin (CNX) was used as loading control. Two-way ANOVA plus Tukey’s post-hoc.

### Hepatic delivery of miR-34b/c reduces liver fibrosis

To investigate the potential of miR-34b/c as antifibrotic agent, we sought to deliver miR-34b/c to cells that produce it in response to injuries. To this end, mice with TAA-induced liver fibrosis were injected intravenously (i.v.) with the hepatotropic serotype 8 AAV vectors expressing the murine miR-34b or miR-34c under the control of the hepatocyte-specific thyroxine-binding globulin (TBG) promoter to potentiate the anti-fibrotic effect of miR-34c produced by hepatocytes that do not overexpress the miR-34c under TAA-induced liver fibrosis (Figure S3). Mice were treated for 12 weeks with increasing doses of TAA to induce fibrosis/cirrhosis at advanced and irreversible stages that cannot revert after TAA discontinuation.^16^ After 10 weeks of TAA, mice were injected i.v. with AAV-miR-34b, or AAV-miR-34c, or a combination of both (AAV-miR-34b/c), or an AAV expressing green fluorescent protein (GFP) as control, and sacrificed 4 weeks thereafter (Figure S4A). 

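RNA from livers of 3 of these groups was sequenced, with 5 libraries from vehicle-treated mice, 7 libraries from TAA-treated mice injected with AAV-GFP and 7 libraries from TAA-treated mice injected with AAV-miR-34b/c. Livers of mice injected with AAV-miR-34b or AAV-miR-34c alone were not analysed here. TAA is a hepatotoxin that is converted to reactive metabolites in hepatocytes. It was given at doses that rose from 50 to 400 mg/kg over 12 weeks, and the vectors were injected at week 10 at 1e13 genome copies/kg. The paper reports more mice in both TAA groups for its other measurements than there are libraries (Figure S4), and which mice were sequenced is not stated in its text. The libraries were made from 125 ng of total RNA according to the methods and from 100 ng according to the sample records, and were sequenced single-end for 100 cycles. They cover polyadenylated transcripts near the 3′ end, so that the count of a gene depends little on its length. The authors trimmed and aligned the reads, counted them per gene and deposited the counts without normalization. The genome build, the annotation, the strand setting and any use of molecular identifiers are not named in the paper's text. The table lists 31053 genes by Ensembl identifier, of which 13985 had no count in any library.

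Total counts on genes were 2214073 to 4145454 in livers of vehicle-treated mice (median 2858900), 2463842 to 4383805 in livers of AAV-GFP-injected mice (median 3116304) and 2717503 to 5208405 in livers of AAV-miR-34b/c-injected mice (median 3040202). The totals of the TAA groups did not differ (two-sided exact permutation test, p = 0.588). Counts were tested with edgeR's quasi-likelihood test after TMM normalization, in each pair of groups separately, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. Genes with low counts were left out by edgeR's filter (filterByExpr, minimum count 10). In counts simulated from the means and library sizes of the TAA groups, this test recovered 98.9% of genes with a 4-fold change and 62.4% of genes with a 2-fold change. Recovery was not computed by count level. Transcripts with a few counts per library, such as those of rare cells, are measured with low precision at this depth.

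In 6 pairs of libraries of the same group, the counts were closer to each other than in all other pairs. Their coefficient of variation beyond counting noise was 0.0814 to 0.177, against 0.213 to 0.479 in the other 46 pairs within a group. The paired libraries still differed by more than counting noise, with a chi-square per gene of at least 2.87 where counting noise alone gives 1, and they were analysed as separate mice. As an alternative chosen after the data were seen, the counts of each such pair were summed and taken as 1 sample, which leaves 3 vehicle, 6 AAV-GFP and 4 AAV-miR-34b/c samples.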

As expected, TAA induced extensive bridging fibrosis up to cirrhosis in livers of control AAV-GFP-injected mice (Figures 3A–3C), whereas livers of AAV-miR-34b/c-injected mice with miR-34b/c expression that was confirmed by real-time PCR (Figure S4B) showed significantly reduced fibrosis staining (Figures 3A–3C) and hydroxyproline content (Figure 3D). Moreover, expression of fibrosis marker genes in livers of mice injected with AAV-miR-34b/c was reduced compared to control AAV-GFP-injected mice and was similar to non-fibrotic livers (Figure S4C). 

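In Figure S4C, these marker genes were measured by real-time PCR, and the 3′-end sequencing libraries give their counts in livers of the same groups. Positions are from the GENCODE annotation of GRCm38; the build the authors aligned to is not stated. *Col1a1* (ENSMUSG00000001506), which encodes the α1 chain of type I collagen, lies on chromosome 11 from 94936224 to 94953042. Its normalized expression was 4.87 ± 1.21 CPM (counts scaled to the TMM-normalized library size; SD, n = 5) in livers of vehicle-treated mice, 26.5 ± 15.0 CPM (SD, n = 7) in AAV-GFP-injected mice and 6.99 ± 1.10 CPM (SD, n = 7) in AAV-miR-34b/c-injected mice. These values rest on 7 to 25, 43 to 191 and 16 to 36 counts per library, respectively. Between AAV-miR-34b/c and AAV-GFP, the log2 fold change was -1.92 (standard error 0.29, edgeR adjusted p = 0.000898), and all 7 livers of AAV-miR-34b/c-injected mice were below all 7 livers of AAV-GFP-injected mice (two-sided exact permutation test of log2 CPM, p = 0.000583, the smallest that 7 mice against 7 allow). With each mouse left out in turn, it stayed between -2.03 and -1.63 and was called in all 14 fits. With close pairs counted as 1 sample, the exact permutation p of this comparison was 0.00476, the smallest possible. Between AAV-GFP and vehicle, *Col1a1* was higher by 2.42 on the log2 scale (standard error 0.36, edgeR adjusted p = 0.000298; exact permutation p = 0.00126, the smallest that 7 mice against 5 allow). The log2 fold change of 0.51 between AAV-miR-34b/c and vehicle (standard error 0.26) was not called by edgeR (adjusted p = 0.167), although 6 of 7 livers of AAV-miR-34b/c-injected mice were above the range of vehicle-treated mice (exact permutation p = 0.00379).

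*Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590), which encodes α-SMA, had few counts in all groups. It had 2.78 ± 3.68 CPM (SD, n = 5; 0 to 24 counts per library) in livers of vehicle-treated mice, 4.43 ± 2.67 CPM (SD, n = 7; 2 to 28 counts) in AAV-GFP-injected mice and 2.70 ± 0.944 CPM (SD, n = 7; 3 to 12 counts) in AAV-miR-34b/c-injected mice. Its counts were too low for edgeR's filter in the comparison of AAV-miR-34b/c with AAV-GFP, where the difference of mean log2 CPM of -0.43 was within the spread between mice (exact permutation p = 0.305). The increase from vehicle to AAV-GFP of 0.75 on the log2 scale (standard error 0.70, edgeR adjusted p = 0.494) was also within that spread, whereas limma-voom with sample quality weights called it at 2.12. *Timp1* (ENSMUSG00000001131, chromosome X from 20870166 to 20874735), which encodes an inhibitor of metalloproteinases, had 0 to 2 counts per library in vehicle-treated mice, 0 to 5 in AAV-GFP-injected mice and 0 to 2 in AAV-miR-34b/c-injected mice. A difference in *Timp1* between AAV-miR-34b/c and AAV-GFP was not detectable at this depth (exact permutation p = 0.160).

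**Figure D1:**
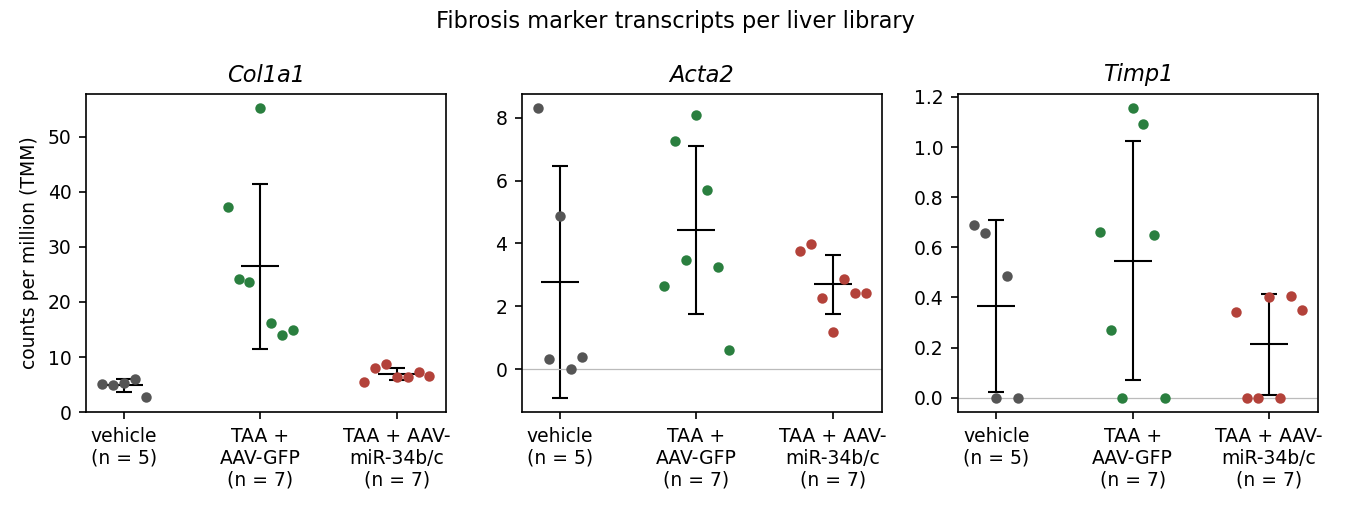
Expression of *Col1a1*, *Acta2* and *Timp1* in CPM (y axis) by group (x axis). Each point is 1 liver library, and bars show the mean ± SD of 5 vehicle, 7 AAV-GFP and 7 AAV-miR-34b/c libraries. Libraries of close pairs are shown separately. The AAV-miR-34b/c and AAV-GFP groups do not overlap for *Col1a1* and overlap for *Acta2* and *Timp1*.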

Livers of mice injected with AAV-miR-34b showed reduction in SR positive area and hydroxyproline content and a trend in reduction of Ishak’s fibrosis score, whereas livers of mice injected with AAV-miR-34c only showed significant reduction of hydroxyproline amount compared to AAV-GFP injected mice (Figures 3A–3D). Grading of necro-inflammatory activities showed significantly increased scores in TAA-treated compared to vehicle-treated mice, but no significant reductions were detected between livers of mice injected with AAV-miR-34b, AAV-miR-34c, or combination of the two (Figure S4D). Serum ALT activities were non-significantly reduced in AAV-miR-34b/c compared to AAV-GFP-injected animals under TAA (Figure S4E).

**Figure 3:**
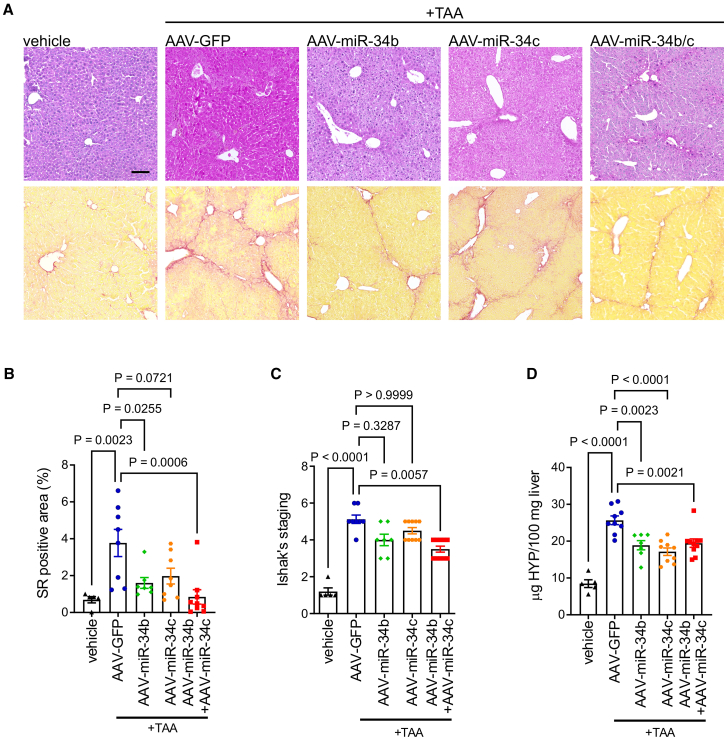
Hepatic delivery of miR-34b/c reduces TAA-induced liver fibrosis (A) Representative hematoxylin and eosin and Sirius red (SR) staining, scale bar, 100 µm; (B) quantitative morphometry of SR staining, (C) Ishak’s scores, and (D) hydroxyproline (HYP) content of livers from C57BL/6 wild-type mice treated with thioacetamide (TAA) or vehicle (*n* = 5) and injected with adeno-associated vector expressing miR-34b (AAV-miR-34b) (*n* = 7), miR-34c (AAV-miR-34c) (*n* = 9), both (AAV-miR-34b/c) (*n* = 10), or GFP as control (AAV-GFP) (*n* = 9) according to the treatment schedule shown in Figure S3A. One-way ANOVA plus Tukey’s post-hoc or Kruskal-Wallis plus Dunn’s post hoc (C only).

To confirm the anti-fibrotic effect of miR-34b/c, wild-type mice were treated for 12 weeks with increasing doses of CCl_4_.^16^ After 10 weeks of CCl_4_, mice were injected i.v. with AAV-miR-34b, or AAV-miR-34c, or AAV-miR-34b/c, or AAV-GFP, and sacrificed 4 weeks later (Figure S5A). Hepatic overexpression of miR-34b/c was confirmed by real-time PCR (Figure S5B). CCl_4_ induced advanced liver fibrosis or cirrhosis in AAV-GFP injected mice, whereas livers of mice injected with AAV-miR-34b/c showed reduced fibrosis compared to AAV-GFP injected controls (Figures 4A–4D and S5C). AAV-miR-34b and, to a lesser extent, AAV-miR-34c also ameliorated CCl_4_-induced liver fibrosis (Figures 4A–4D). Although the difference was not significant, necro-inflammatory scores were also reduced by AAV-miR-34b and AAV-miR-34b/c (Figure S5D). Serum ALT and AST activities were mildly increased or unchanged in CCl_4_-compared to vehicle-treated animals (Figure S5E), likely because CCl_4_ treatment was withdrawn for two weeks at the time of blood collection and ALT measurements (Figure S5A).

**Figure 4:**
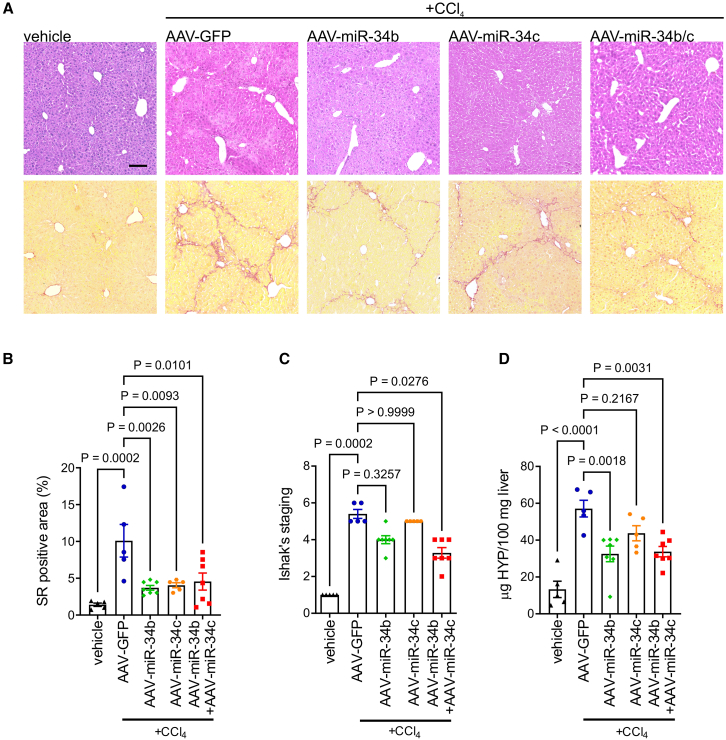
Hepatic delivery of miR-34b/c reduces CCl_4_-induced liver fibrosis (A) Representative hematoxylin and eosin and Sirius red (SR) staining, (B) quantitative morphometry of SR staining, (C) Ishak’s scores, and (D) hydroxyproline (HYP) content of livers from C57BL/6 wild-type mice treated with thioacetamide (CCl_4_) or vehicle (*n* = 5) and injected with AAV vectors expressing miR-34b (AAV-miR-34b) (*n* = 7), miR-34c (AAV-miR-34c) (*n* = 5), both (AAV-miR-34b/c) (*n* = 7), or GFP as control (AAV-GFP) (*n* = 9) according to the treatment schedule shown in Figure S4A. Scale bar, 100 μm. One-way ANOVA plus Tukey’s post-hoc or Kruskal-Wallis plus Dunn’s post hoc (C).

### Hepatic delivery of miR-34b/c does not ameliorate biliary fibrosis

To investigate miR-34b/c overexpression in biliary fibrosis, *Abcb4*^−/−^ mice were injected with AAV-miR-34b/c or AAV-GFP as control, and sacrificed four weeks later. *Abcb4*^−/−^ mice are a widely used model of biliary fibrosis because they recapitulate several features of human cholestatic liver diseases^17^^,^^18^^,^^19^ with moderate fibrosis by three weeks of age and advanced portal fibrosis by 10–12 weeks of age. AAV-mediated hepatic overexpression of miRNA was confirmed by qPCR (Figure S6A). Sirius red staining and hydroxyproline quantification showed no reduction of liver fibrosis in AAV-miR-34b/c compared to AAV-GFP injected animals (Figures S6B and S6C). Moreover, miR-34b/c overexpressing mice showed similar serum transaminase activities compared to controls (Figure S6D). These findings suggest that in contrast to liver fibrosis induced by TAA or CCl_4_, hepatic delivery of miR-34b/c is not effective in ameliorating biliary fibrosis of *Abcb4*^−/−^ mice. While liver fibrosis induced by TAA or CCl_4_ is mainly pericentral, fibrosis in *Abcb4*^−/−^ mice is restricted to periportal areas. Because AAV8 transduction in mice occurs mostly in hepatocytes near central veins,^20^ we next tried to deliver the miR-34b/c by the AAV-KP1 that transduces periportal hepatocytes in wild-type^21^ and *Abcb4*^−/−^ mice (Figure S7). However, the AAV-KP1 delivering miR-34b/c was also not effective at reducing liver fibrosis, despite the effective miR-34b/c overexpression (Figure S8). Taken together, these findings indicate that hepatocyte-restricted miR-34b/c overexpression either in pericentral or periportal hepatocytes did not ameliorate biliary fibrosis in *Abcb4*^−/−^ mice. Interestingly, *Pdgfra* and *Pdgfrb* expressions were very low to undetectable in the hepatocyte fraction of *Abcb4*^−/−^ mice, which failed to response to the anti-fibrotic effect of miR-34b/c delivery (Figure S9A) and enrichment of cell fractions was validated by cell specific markers (Figure S9B). In contrast, hepatocytes after CCl_4_ administration express PDGFR-α,^22^ and *Pdgfra* knock-out hepatocytes are more resistant to TAA-induced liver fibrosis,^23^ suggesting that anti-fibrotic effect of miR-34b/c requires hepatocytes expressing PDGFR-α.

### Hepatocytes overexpressing miR-34b/c reduce HSC activation

Overexpression of miR-34b/c reduced hepatic PDGFR-α/β protein and α-SMA (Figures 5A and S10) in TAA and CCl_4_ mouse models. Moreover, compared to GFP controls, transcriptomic analysis of miR-34b/c overexpressing livers followed by gene set enrichment analysis (GSEA) revealed among the downregulated genes an enrichment of genes involved in HSC activation and an enrichment of genes associated with fibrosis reversal in HSC among upregulated genes (Figure 5B). These results suggest that hepatic miR-34b/c overexpression reduces HSC activation.

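Between livers of AAV-miR-34b/c-injected and AAV-GFP-injected mice, 311 of 9252 genes tested had an adjusted p under the threshold in edgeR's quasi-likelihood test, 180 of them higher and 131 lower with AAV-miR-34b/c. Among the alternatives set in advance, limma-voom with sample quality weights moved this number most, to 813 genes. With the close pairs of libraries counted as 1 sample each, 87 genes were called, of which 78 were among the 311. The lower genes with the smallest adjusted p were *Gsta2*, *Etnppl* and *Gclc*. *Gsta2* (ENSMUSG00000057933) fell by 2.28 on the log2 scale (standard error 0.17, edgeR adjusted p = 6.96e-07), and its reads could be split by counting with near-identical glutathione S-transferase genes. *Etnppl* fell by 2.11 (standard error 0.23) and *Gclc*, which encodes a subunit of glutamate-cysteine ligase, by 1.31 (standard error 0.14), both at an adjusted p of 2.97e-05. Of the higher genes, *Moxd1* was at least 10.2-fold higher (adjusted p = 5.81e-06), since AAV-GFP-injected mice had at most 1 count. *Cxcl14* was higher by 3.96 (standard error 0.38, adjusted p = 1.00e-05) and *Saa4*, a serum amyloid gene, by 1.60 (standard error 0.16, adjusted p = 1.90e-05).

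The signatures of activated and reverted HSC used for the GSEA of Figure 5B were not used here. Instead, lists of common markers of activated and quiescent HSC were fixed in advance, and genes were ranked by the sign of the fold change and the square root of edgeR's F statistic (fgsea). Of the 27 markers of activated HSC, 13 had enough counts to be tested, and 12 of these were lower with AAV-miR-34b/c. Their normalized enrichment score (NES) was -2.09 (fgsea permutation p = 3.63e-05, 7.26e-05 adjusted over both HSC lists). Besides *Col1a1*, the genes called over all genes tested were *Col3a1* (log2 fold change -1.46, standard error 0.26, adjusted p = 0.00305) and *Col6a3* (-1.75, standard error 0.29, adjusted p = 0.00172), and 5 genes were called when adjusted over the list alone. The mean log2 CPM of the list was taken over 20 genes, some of which had too few counts to be tested in this comparison. This mean was 2.75 ± 0.26 (SD, n = 7) with AAV-miR-34b/c and 3.45 ± 0.38 (SD, n = 7) with AAV-GFP (exact permutation p = 0.00233). By this mean, 6 of 7 livers of AAV-miR-34b/c-injected mice were below all livers of AAV-GFP-injected mice. With close pairs counted as 1 sample, the exact permutation p of this score was 0.0238. The camera test with its preset correlation gave p = 6.52e-08 for this list and the fry test, which needs no such setting, gave p = 0.00218. Of 100 splits of these 14 libraries into groups of 7, the real one included, 7 gave an NES as far from 0.

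Of 17 markers of quiescent HSC, 14 were tested, 7 of them higher and 7 lower with AAV-miR-34b/c. No enrichment was detected (NES -0.64, fgsea permutation p = 0.911), none of them was called, and the sign of the score changed with the ranking, to 0.74 when genes were ranked by log2 fold change. The mean log2 CPM of this list, taken over 16 genes, differed by -0.11 between the groups (exact permutation p = 0.397).

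**Figure D2:**
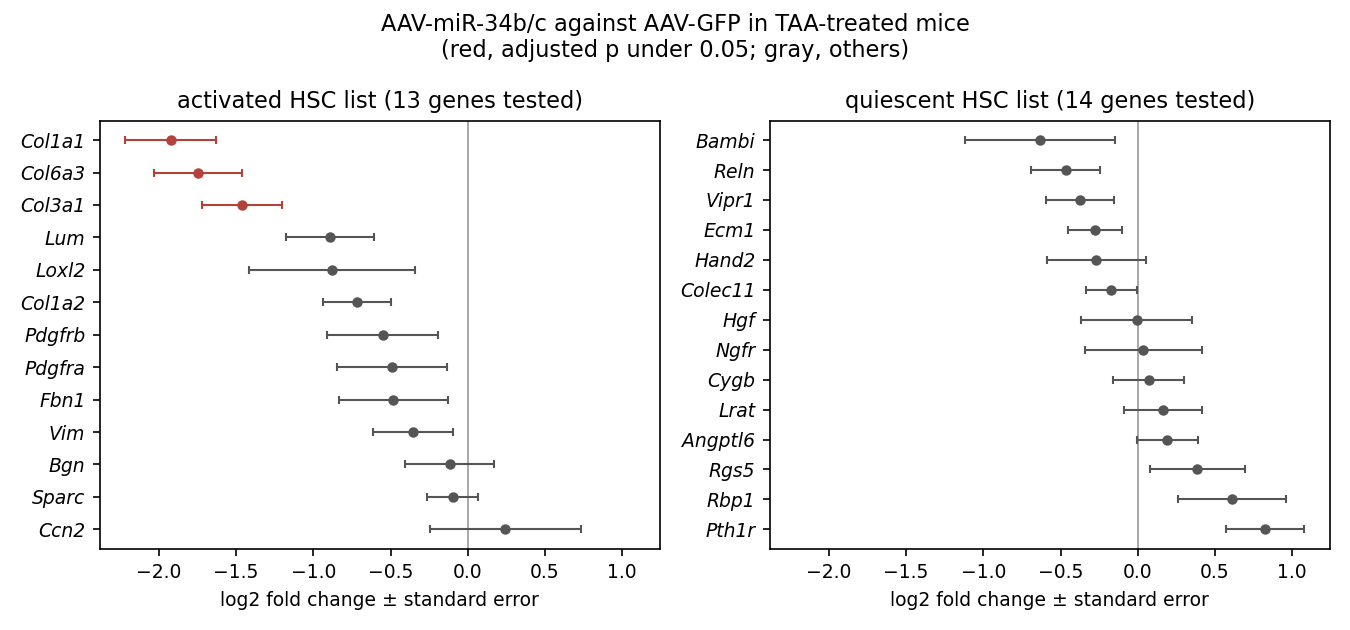
Log2 fold change between AAV-miR-34b/c and AAV-GFP (x axis) of the tested markers of activated and quiescent HSC (y axis). Bars show the standard error computed from edgeR's F statistic, and red points are genes with an adjusted p under 0.05 over all genes tested. In the activated list 12 of 13 genes are below 0, and in the quiescent list 7 of 14.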

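*Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215 of GRCm38) and *Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061), whose proteins are shown in Figure 5A, had few counts. *Pdgfra* had 4 to 19 counts per library with AAV-miR-34b/c and 7 to 27 with AAV-GFP, with a log2 fold change of -0.49 (standard error 0.36, edgeR adjusted p = 0.582). *Pdgfrb* had 4 to 14 and 9 to 32 counts, with a log2 fold change of -0.55 (standard error 0.36, adjusted p = 0.514). Both were lower in all 14 fits that left out 1 mouse, and neither was called in any of them. *Pdgfrb* was higher with AAV-GFP than with vehicle by 1.94 (standard error 0.52, adjusted p = 0.0193), a call that was lost with the mean log2 CPM of clock output genes as covariate, an alternative chosen after the data were seen (adjusted p = 0.252), with close pairs counted as 1 sample (adjusted p = 0.106) and without vehicle 4 (adjusted p = 0.0513).

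Against vehicle, the activated HSC list was higher in livers of AAV-GFP-injected mice (NES 1.97, fgsea p = 0.000607), with a mean log2 CPM higher by 0.81 (exact permutation p = 0.00379). It was not detectably different in livers of AAV-miR-34b/c-injected mice (NES 0.66, fgsea p = 0.897), whose mean log2 CPM differed from vehicle by 0.11 (exact permutation p = 0.509). Lists of markers of other liver cells and lists of proliferation, reported miR-34 targets and the p53 response were tested in the same way. Their p-values were adjusted over the 17 tests with enough genes between AAV-miR-34b/c and AAV-GFP and between AAV-GFP and vehicle. Between AAV-miR-34b/c and AAV-GFP, the macrophage list was higher (NES 1.92, adjusted p = 0.00382), with 10 of 12 genes higher and a mean log2 CPM higher by 0.37 (exact permutation p = 0.0198, not past the threshold when adjusted over the 39 tests of such means, at 0.0594, or with close pairs counted as 1 sample, at 0.0714). The neutrophil list was higher as well (NES 1.70, adjusted p = 4.09e-05), but held only 3 tested genes. Both calls held under the fry test (adjusted p = 0.0257 and 0.0302). The lists of hepatocytes (NES 0.77, adjusted p = 0.752) and endothelial cells (NES 1.22, adjusted p = 0.504) were not detectably changed. From the lower PDGFR-α/β and α-SMA proteins and its GSEA of HSC signatures (Figure 5B), the paper proposes that overexpression of miR-34b/c in the liver lowers the activation of HSC.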

**Figure 5:**
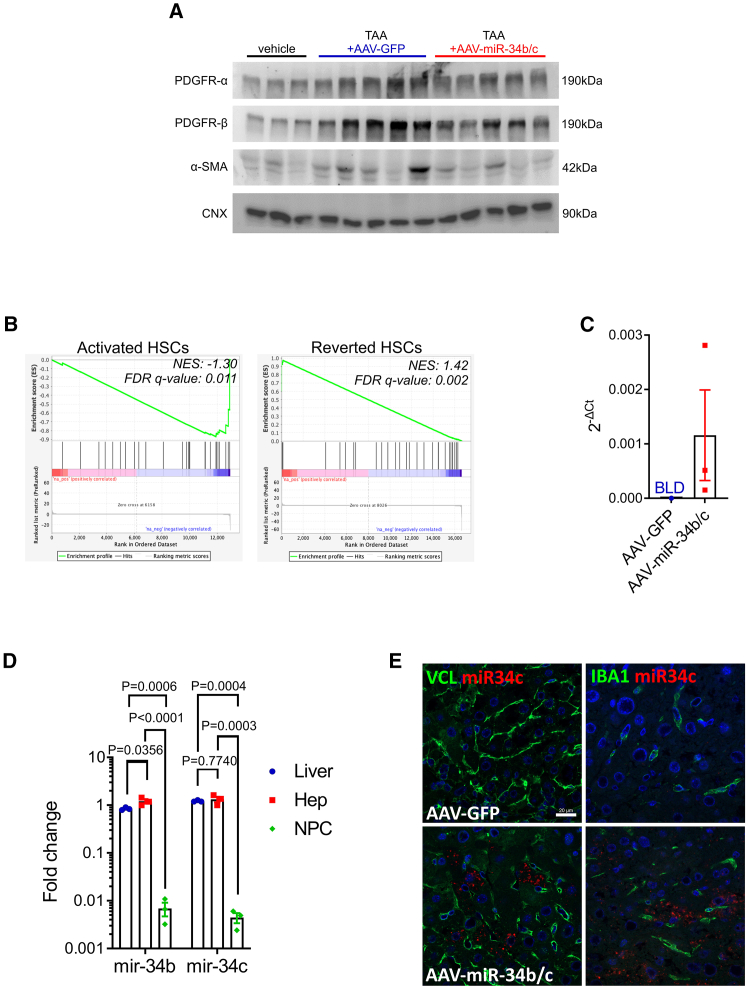
Hepatocyte-restricted miR-34b/c expression reduced hepatic stellate cell activation (A) Western blot analysis for PDGFR-α, PDGFR-β, and α-SMA on liver lysates. Calnexin (CNX) was used as loading control. (B) Enrichment plot from gene set enrichment analysis using activated and reverted HSC gene signature on transcriptomic data from livers of TAA-treated mice injected with AAV-miR-34b/c versus TAA-treated AAV-GFP-injected animals. NES, normalized enrichment score; FDR, false discovery rate. (C) miR-34c serum levels by real-time PCR (*n* = 3 per group). BLD, below the limit of detection*.* (D) miR-34b/c analysis by real-time PCR in whole livers and hepatocyte (Hep) and non-parenchymal cell (NPC) fractions from TAA-treated mice injected with AAV-miR-34b/c. One-way ANOVA plus Tukey’s post-hoc. (E) Representative images from miRNA-scope and immunofluorescence analysis on liver sections from TAA-treated mice injected with AAV-GFP or AAV-miR-34b/c using a miR-34c probe (*red*) combined with anti-vinculin (VCL) or anti-ionized calcium-binding adapter molecule 1 (IBA1) (*green*) as markers of HSC and Kupffer cells, respectively (*n* = 3 per group). Scale bars, 20 μm.

Hepatocytes can actively secrete miRNAs via extracellular vesicles and this process is enhanced during liver injury.^24^ Secreted miRNAs can be taken up by adjacent or distal cells, including liver non-parenchymal cells (NPC). To investigate whether miR-34b/c overexpressed in hepatocytes from fibrotic livers is secreted, we injected TAA-treated *miR-34b/c*^−/−^ mice with AAV-miR-34b/c or AAV-GFP as control and then measured the serum miR-34c concentrations. In contrast to control mice, circulating miR-34c was detected in AAV-miR-34b/c injected mice (Figure 5C). Moreover, in the NPC fraction, the miR-34b/c was detectable at a very low level, likely as result of residual hepatocyte contamination of the cell fraction (Figures 5D and S11). In addition, miRNA-scope combined with immunofluorescence on livers failed to show any co-localization of miR-34c with either HSC (VCL)- or Kupffer cell (IBA1)-specific markers (Figure 5E). Taken together, these findings suggest that miR-34b/c expressed in hepatocytes is not taken up by other cell types in the liver and thus, it is unlikely to have paracrine effects. Serum AST and ALT activities showed no significant changes in mice injected with AAV-miR-34b/c or AAV-GFP control vector before liver injury induced by TAA or CCl_4_ for 2 and 4 weeks (Figure S12), thus suggesting that amelioration of fibrosis is not dependent on reduced hepatocellular damage.

## Discussion

In the present study, we found that mice deleted for *miR-34b/c* are more susceptible to fibrotic insults and AAV-mediated hepatic delivery of miR-34b/c has anti-fibrotic activity. The miR-34 family is composed of three members, miR-34a, -34b, and -34c, with the miR-34b and miR-34c linked as a bi-cistronic transcriptional unit.^25^ Increased expression of miR-34 family has been detected in animal models and patients with liver fibrosis.^26^^,^^27^^,^^28^^,^^29^ However, the role of miR-34 in liver fibrosis has been elusive with some evidence supporting a pro-fibrotic role^30^^,^^31^^,^^32^ while others suggesting anti-fibrotic activity.^30^^,^^33^^,^^34^ This conflicting evidence came from *in vitro* studies, often limited by the lack of co-culturing of hepatocytes with other liver cells. The present study addresses this discrepancy by showing *in vivo* anti-fibrotic activity of miR-34b/c. First, we showed that mice lacking miR-34b/c are more susceptible to liver fibrosis and delivery of miR-34b/c to hepatocytes exerts anti-fibrotic effects in two independent mouse models of liver fibrosis. Importantly, the anti-fibrotic activity was also detected at advanced stages of liver fibrosis. Next, we found that the anti-fibrotic effect of miR-34b/c does not appear to be dependent on miR-34b/c secretion or paracrine effects on other liver cells and is observed under fibrotic conditions with hepatocytes over-expressing PDGFR-α.

Liver fibrosis is the result of a maladaptive response to a vast array of hepatocellular injuries that induce integrated signaling networks, ultimately converging in activation and transdifferentiation of HSC. HSC are the central effector cells in liver fibrosis that orchestrate the deposition of extracellular matrix and fibrotic scars. Based on this model, antifibrotic therapies have been typically designed to target HSC. In contrast, although the exact mechanisms remain to be understood, this study paves the way toward a different therapeutic approach centered on hepatocytes as target cells. In our experiments, miR-34b/c expression was restricted to hepatocytes by the AAV8 tropism and the hepatocyte-specific TBG promoter. Leaky expression and paracrine uptake of miR-34b/c by liver NPCs was ruled out by miRNA-scope combined with immunohistochemistry and analysis of liver cell fractions. Compared to HSC, hepatocytes are more attractive as target cells gene-based therapies by both viral and non-viral vectors.^35^ In this proof-of-principle study, we used an AAV vector for delivery of the miR-34b/c. AAV vectors are showing promising results in clinical trials,^36^ and AAV delivery of miRNAs is under clinical investigation.^37^ However, delivery of miR-34b/c might also be performed by non-viral carriers that are increasingly used in clinical trials.^38^^,^^39^

Delivery of miR-34-b/c to hepatocytes was not effective in all three murine models of liver fibrosis investigated in this study. We found that AAV-mediated delivery of miR-34b/c exerted anti-fibrotic activity in livers with increased PDGFRα/β expression (TAA and CCl_4_ mouse models) but not in a mouse model with reduced PDGFRα/β expression (*Abcb4*^−/−^ mice). Interestingly, hepatocyte-specific PDGFR-α knockout mice are protected against liver fibrosis.^23^ Therefore, we speculate that miR-34b/c exerts its anti-fibrotic activity by inhibiting the pro-fibrotic pathway activated by PDGFRα/β in hepatocytes. We speculate that miR-34-b/c might inhibit the release of hepatocyte-derived factors that activate HSC and promote PDGFR-α/β-induced fibrosis. However, the exact mechanism underlying the anti-fibrotic effect of miR-34-b/c through PDGFRα/β in hepatocytes remains to be elucidated.

By reducing hepatocyte damage and death, hepatoprotective agents can ameliorate liver fibrosis. However, the lack of changes in serum AST and ALT activities between *miR-34b/c*^*−/−*^ mice and wild-type mice or between wild-type mice injected with AAV expressing miR-34b/c or GFP and injured with TAA or CCl_4_ suggests that the anti-fibrotic activity of miR-34b/c does not depend on a cell protective effect. The effect of miR-34b/c on inflammation is difficult to dissect, because while miR-34b/c deletion upregulates inflammatory genes during fibrosis, miR-34b/c overexpression reduced necroinflammation in CCl_4_-but not in TAA-treated animals. Comprehensive analysis of miR-34b/c targets in different liver cell types, particularly in Kupffer cells, may help to clarify if additional players involved in liver damage are regulated by miR-34b/c.

Liver fibrosis and cirrhosis are major global health problems with an estimated prevalence in the population ranging from 2% to 25%.^40^ At least in its initial stages, liver fibrosis can be reversed if the underlying insult(s) is removed. Although our understanding the pathophysiology of liver fibrosis has improved and instigated a growing number of clinical interventional trials,^41^ obeticholic acid remains the only approved anti-fibrotic drug indicated for primary biliary cholangitis at this time.^42^^,^^43^ The present study unravels the potential of a new treatment for liver fibrosis based on delivery of the miR-34b/c.

## Materials and methods

### Mouse studies

All mice received humane care according to the criteria outlined in the Guide for the Care and Use of Laboratory Animals and mouse procedures were approved by the Italian Ministry of Health. Male C57BL/6 (Charles River Laboratories) mice (6–8 weeks old), *miR-34b/c*^*−/−*^ mice^44^ (Jackson Laboratory), and 10-week-old female *Abcb4*^−/−^ mice were used for this study. *Abcb4*^−/−^ mice were maintained in *BALB/c* background,^45^ and they developed a more severe liver disease compared to other strains.^46^ TAA (Sigma-Aldrich) dissolved in phosphate buffered saline (PBS) was administered by intraperitoneal injections three times a week for up to 12 weeks at most with escalating doses, starting from 50 mg/kg/day to 400 mg/kg/day, as previously described.^16^ Briefly, escalating doses of TAA dissolved in 200 μL PBS were injected intraperitoneally three times a week, starting with 50 mg/kg (1st and 2nd dose, week 1), 100 mg/kg (2nd–5th dose, week 1–2), 200 mg/kg (6th–10th dose, week 2–4), 300 mg/kg (11th–15th dose, week 4–5), and 400 mg/kg (16th dose onwards, after week 6). CCl_4_ (Sigma-Aldrich) dissolved in corn oil (Sigma-Aldrich) was administered by gavage three times a week for up to 12 weeks at most with escalating doses, starting from 0.875 mL/kg/day to 3.25 mL/kg/day, as previously described.^16^ Briefly, mice receive CCL_4_ (50/50 vol. mixed with mineral oil) three times per week starting with 0.875 mL/kg (1st dose, week 1), 1.75 mL/kg (2nd–9th dose, week 1–4), 2.5 mL/kg (10th–23rd dose, week 4–8), and 3.25 mL/kg (after week 8). At sacrifice, mice were perfused with PBS. Serum transaminase activities were measured by Scil Vitro Vet analyzer (Scil Vet). AAV vectors were injected i.v. in the retro-orbital venous plexus in a volume of 200 μL at the dose of 1 × 10^13^ genome copies/kg.

### AAV vectors

Murine *Mir34b* and *Mir34c* regions were PCR amplified from genomic DNA of C57BL/6 mice using the following primers *Mir34b*-forward 5′-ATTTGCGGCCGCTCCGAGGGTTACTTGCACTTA-3′, *Mir34b*-reverse 5′-CGCGGATCCTTGCGGG AAGAAGGACTCG-3′, *Mir34c*-forward 5′-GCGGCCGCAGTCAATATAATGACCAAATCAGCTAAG-3′, and *Mir34c*-reverse 5′-GGATCCCAGAACAGTTCCTGCTGCTG-3′. Amplified *Mir34b* and *Mir34c* were cloned in an AAV2.1 plasmid including the TBG promoter. Serotype 8 AAV vectors were produced by triple transfection in HEK293 cells and titered as previously described (InnovaVector).^47^

### Liver assays and stainings

Hepatic hydroxyproline was measured as previously described.^16^ Briefly, homogenized liver tissue was hydrolyzed in 6 N HCl at 110°C for 16 h. Hydrolysates were filtered and assayed in citrate-acetate buffer. Samples were incubated with Chloramine-T solution (Sigma-Aldrich) for 20 min at room temperature. Next, Ehrich’s reagent (Sigma-Aldrich) was added, samples were incubated at 65°C for 20 min, and absorbance was measured at 550 nm.

After perfusion, livers were fixed in 4% paraformaldehyde for 12 h stored in 70% ethanol and embedded into paraffin blocks. For hematoxylin and eosin staining, 5-μm thick sections were rehydrated, stained with Mayer’s hematoxylin (Bio-Optica) and eosin Y (Sigma-Aldrich), dehydrated, and mounted in mounting medium (Leica Biosystems). SR staining was performed on 5-μm liver sections, which were rehydrated and stained for 1 h in picrosirius red solution (0.1% Sirius red in saturated aqueous solution of picric acid). After two changes of acidified water (0.5% acetic acid in water), sections were dehydrated, cleared in xylene, and mounted on a resinous medium. Images were captured by Axio Scan.Z1 microscope (Zeiss) and analyzed by ImageJ for quantification of SR-positive areas. Five images for each mouse were analyzed. Sections were blind evaluated by an experienced pathologist (S.C.) for fibrosis staging using Ishak scoring system evaluating the fibrosis (staging) with scores ranging from 0 (no fibrosis) to 6 (cirrhosis); necro-inflammatory activity (grading) assessing piecemeal necrosis (score 0–4); confluent necrosis (score 0–6); focal necrosis, apoptosis, and focal inflammation (score 0–4); and portal inflammation (score 0–4).^48^

To detect the miRNA transcript, we performed miRNAscope (Advanced Cell Diagnostic, USA) according to the manufacturer’s protocol.^49^ Paraffin sections were dehydrated and fixed according to the protocol, then peroxidase was applied, and antigen retrieval was performed. The miR-34c probe (no. 722391) was applied on sections; then the amplification cascade was performed according to the manufacturer’s protocol and detected by using Fast Red solution. Before miRNAscope processing, sections were incubated with primary antibodies including rabbit anti-IBA-1 antibody (1:200; no. 019–19741, FujiFilm) and mouse anti-Vinculin (1:200; no. V9131, Merck) in co-detection antibody diluent (no. 323160, Advanced Cell Diagnostic, USA). After the miRNAscope protocol, sections were incubated for 1 h at room temperature with secondary antibodies including Alexa Fluor 488 donkey anti-rabbit IgG or Alexa Fluor 488 donkey anti-mouse (1:200; Molecular Probes; Eugene, OR, USA). Sections were counterstained with DAPI, mounted with GEL/MOUNT (Biomeda, Foster City, CA, USA), analyzed with ZEISS confocal microscope LSM800 and viewed by Zen blue software.

### Western blotting

For western blotting, proteins from liver tissues were extracted in RIPA buffer according to standard procedures. Primary antibodies were diluted in TBS-T/5% milk (Bio-Rad) (Table S1). Secondary antibodies were enhanced chemiluminescence (ECL) anti-rabbit horseradish peroxidase (HRP) and ECL anti-mouse HRP (GE Healthcare). Peroxidase substrate was provided by ECL Western Blotting Substrate kit (Pierce). Analysis of band intensities was performed using Quantity One 1-D Analysis Software version 4.6.7 (Bio-Rad).

### Liver cell fraction isolation

Parenchymal and nonparenchymal cells were isolated from livers of mice by a modified protocol based on Pronase/collagenase digestion.^50^ In brief, mouse livers were perfused through the inferior vena cava with EGTA solution followed by enzymatic digestion with Pronase (Sigma-Aldrich) and then collagenase type D (Roche Applied Science). Next, livers were harvested, and liver cells were disassociated by digestion with Pronase/collagenase solution and filtered through a nylon filter (Corning) to remove undigested tissues and debris. The resulting cell suspension was centrifuged at 50 × g for 3 min at 4°C. Supernatant containing nonparenchymal cells was collected. The cell pellet was resuspended three times with 30% isotonic Percoll (Sigma-Aldrich) and centrifuged at 50 × g for 10 min at 4°C to obtain hepatocytes. The NPC liver cell fraction was obtained after the centrifugation at 600 × g for 10 min at 4°C. The cell pellet was washed with Hanks’ balanced salt solution without Ca^2+^ and Mg^2+^ one time (Gibco) and centrifuged at 70 × g for 3 min at 4°C to minimize hepatocyte contamination. The final cell suspension was centrifuged at 600 × g for 10 min at 4°C. The cell pellet was resuspended in 14% of Nicodenz (Proteogenix) and centrifuged at 1,400 × g for 20 min at 4°C. The interphase was centrifuged at 600 × g to obtain the nonparenchymal cell fraction. Purity of the fractions was evaluated by real-time PCR for population-specific markers (Table S2).

### Gene expression analyses

For gene expression analyses, total RNA from cells and livers was extracted using RNeasy mini kit (QIAGEN). RNA (1 μg) were retro-transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The qPCR reactions were set up using SYBR Green Master Mix and were run in duplicate on a Light Cycler 480 system (Roche). Primers are shown in Table S2. Running program was as follows: pre-heating, 5 min at 95°C; 40 cycles of 15 s at 95°C, 15 s at 60°C, and 25 s at 72°C. *B2m* was used as housekeeping genes. Data were analyzed using LightCycler 480 software version 1.5 (Roche). Hepatic expression of mmu-miR-34b-5p and mmu-miR-34c-5p were analyzed as previously described.^12^

For purification of cell-free total RNA, including miRNAs from serum, miRNeasy Serum/Plasma Advanced kit (QIAGEN) was used. Total RNA (10–20 ng) was reverse transcribed using the TaqMan MicroRNA Reverse Transcription Kit and TaqMan miRNA assay. qPCR was performed using 2 μL complementary DNA (cDNA), the TaqMan MicroRNA assay, and TaqMan Universal Master Mix II no UNG (Applied Biosystems) on a Light Cycler 480 System (Roche). The running program was as follows: preheating, 10 min at 95°C; 40 cycles of 15 s at 95°C and 60 s at 60°C. miR-16 was used as housekeeping.

Total RNA was quantified using the Qubit 4.0 fluorimetric assay (Thermo Fisher Scientific). Libraries were prepared from 125 ng of total RNA using the NEGEDIA Digital mRNA-seq research grade sequencing service^51^ (Next Generation Diagnostic srl) which included library preparation, quality assessment and sequencing on a NovaSeq 6000 sequencing system using a single-end, 100 cycle strategy (Illumina Inc.). The raw data were analyzed by Next Generation Diagnostic srl proprietary NEGEDIA Digital mRNA-seq pipeline (v.2.0), which involves a cleaning step by quality filtering and trimming, alignment to the reference genome and counting by gene.^52^^,^^53^^,^^54^ The raw expression data were normalized, analyzed and visualized by Rosalind HyperScale architecture (OnRamp BioInformatics, Inc.).^55^^,^^56^^,^^57^ False discovery rate (FDR) <0.05 was considered as statistically significant. Data were deposited in GEO with the accession no. GSE206761. GSEA was performed using the GSEA software (www.broadinstitute.org/gsea)^58^ and restricting the input to the activated^59^ and reverted^60^ HSC gene signatures.

### Statistical analyses

Statistical analyses were performed using Prism 9 software (GraphPad). One- or two-way ANOVA plus Tukey’s post-hoc or Kurskal-Wallis plus Dunn’s multiple comparison were used as statistical tests. Statistical test and experimental group size used for each experiment are reported in figure legends. Data are reported as average ±standard error.

## Data and code availability

Data were deposited in GEO with the accession no. GSE206761.

## Acknowledgments

We are grateful to Chantal Housset and Leo Van Grunsven for helpful discussion and to Frank Lammert for providing *Abcb4*^−/−^ mice. We thank Cathal Wilson for manuscript editing. R.F. is recipient of “Prof. Mario Coppo” fellowship award 2018. This work has been supported by the Alpha-1 Foundation (Gordon L. Snider Award 2016 and Research Grant 2018 to P.P.; and Research Grant 2019 to N.B.-P.), the “Federico II” University of Naples (STAR Program to P.P.), PSC Partners Seeking a Cure (P.P.), the Telethon Foundation (P.P. and N.B.-P.), and the European Union—NextGenerationEU—NRRP M6C2—Investment 2.1 Enhancement and Strengthening of Biomedical Research in the NH (PNRR-MR1-2022-12376412 to N.B.-P.).

## Author contributions

P.P. and N.B.-P. designed the study and wrote the paper. P.P., R.F., C.P., E.N., M.M., R.D.C., A.B., N.C.S., M.T.V., and M.C. performed experiments and investigations. A.M. supervised experiments in *Abcb4*^−/−^ mice. S.C. evaluated liver pathology.

## Declaration of interests

The authors have a patent related to this work WO2022184650. It is entitled “Use of microRNAs in the treatment of fibrosis.”

# Supplementary material for: Hepatocyte delivery of miR-34b/c reduces hepatic stellate cell activation and improves liver fibrosis
**Source:** Mol Ther Nucleic Acids. 2025 Jun 9;36(3):102593. doi: 10.1016/j.omtn.2025.102593
**Supplement:** Document S1. Figures S1–S12 and Tables S1 and S2

## **Supplemental information**

### **Hepatocyte delivery of miR-34b/c reduces hepatic stellate cell activation and improves liver fibrosis**

**Pasquale Piccolo, Rosa Ferriero, Claudia Perna, Edoardo Nusco, Marcello Monti, Rossella De Cegli, Anna Barbato, Nicolina Cristina Sorrentino, Maria Teresa Viscomi, Marica Cariello, Antonio Moschetta, Severo Campione, and Nicola Brunetti-Pierri**

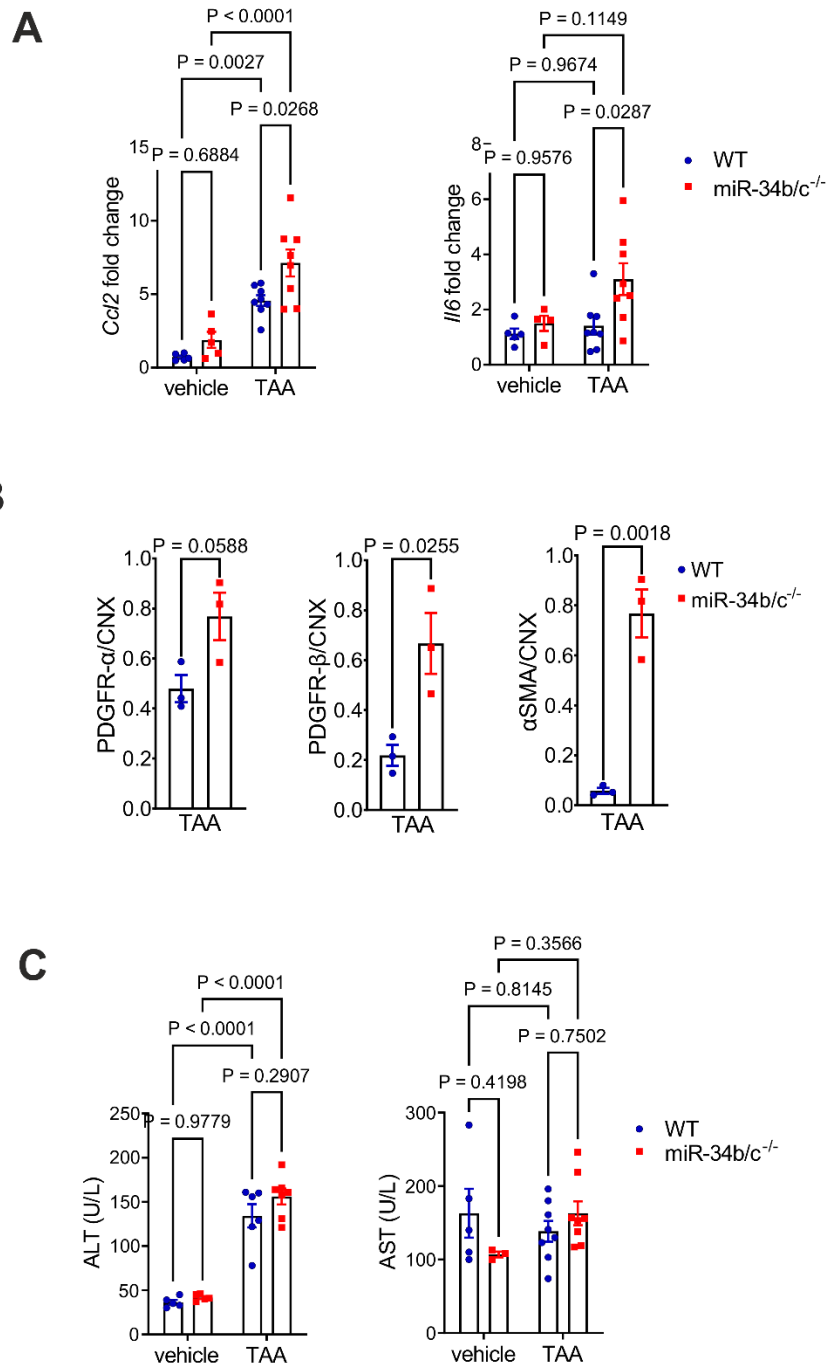

**Fig. S1.** Thioacetamide-induced liver fibrosis in miR-34b/c<sup>-/-</sup> mice. (A) Real time PCR of inflammation marker genes in livers of wild-type (WT) or miR-34b/c<sup>-/-</sup> mice treated with thioacetamide (TAA) (n=8 per group) or vehicle (n=5 per group). (B) Quantification of band intensities from Western blots in Fig. 1E (n=3 per group). (C) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities (n=5-8 per group). Two-way ANOVA plus Tukey's post-hoc (A, C) or *t*-test (B).

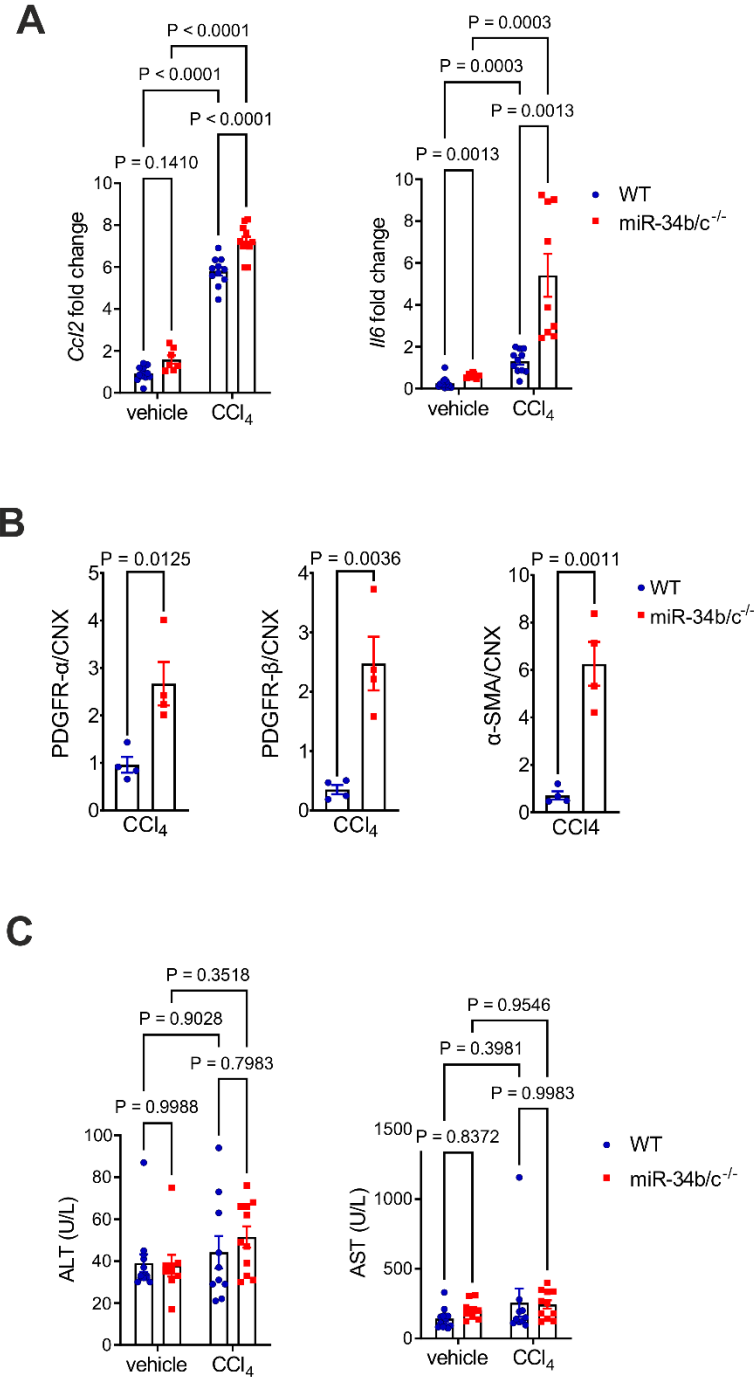

**Fig. S2.** Carbon tetrachloride-induced liver fibrosis in miR-34b/c<sup>-/-</sup> mice. (A) Real time PCR of inflammation marker genes in livers of wild-type (WT) or miR-34b/c<sup>-/-</sup> mice treated with Carbon tetrachloride (CCl<sub>4</sub>) (n=11 per group) or vehicle (n=9-13 per group). (B) Quantification of band intensities from Western blots in Fig. 2E (n=4 per group). (C) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities (n=9-13 per group). Two-way ANOVA plus Tukey's post-hoc (A, C) or *t*-test (B)

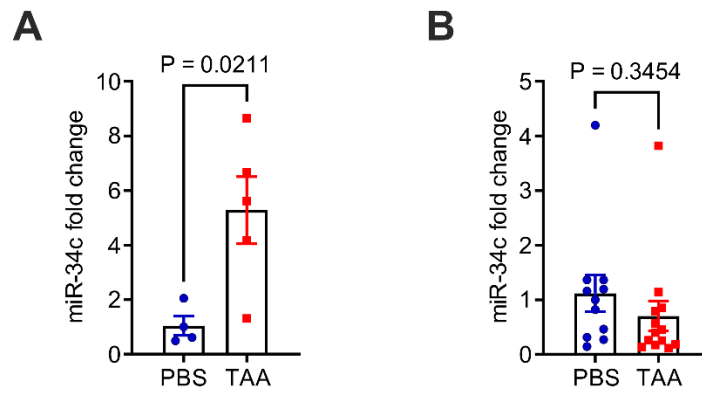

**Fig. S3.** Mir-34c expression in (A) whole liver and (B) hepatocyte liver fractions from wild-type mice treated with thioacetamide (TAA) or vehicle (PBS). *t*-test.

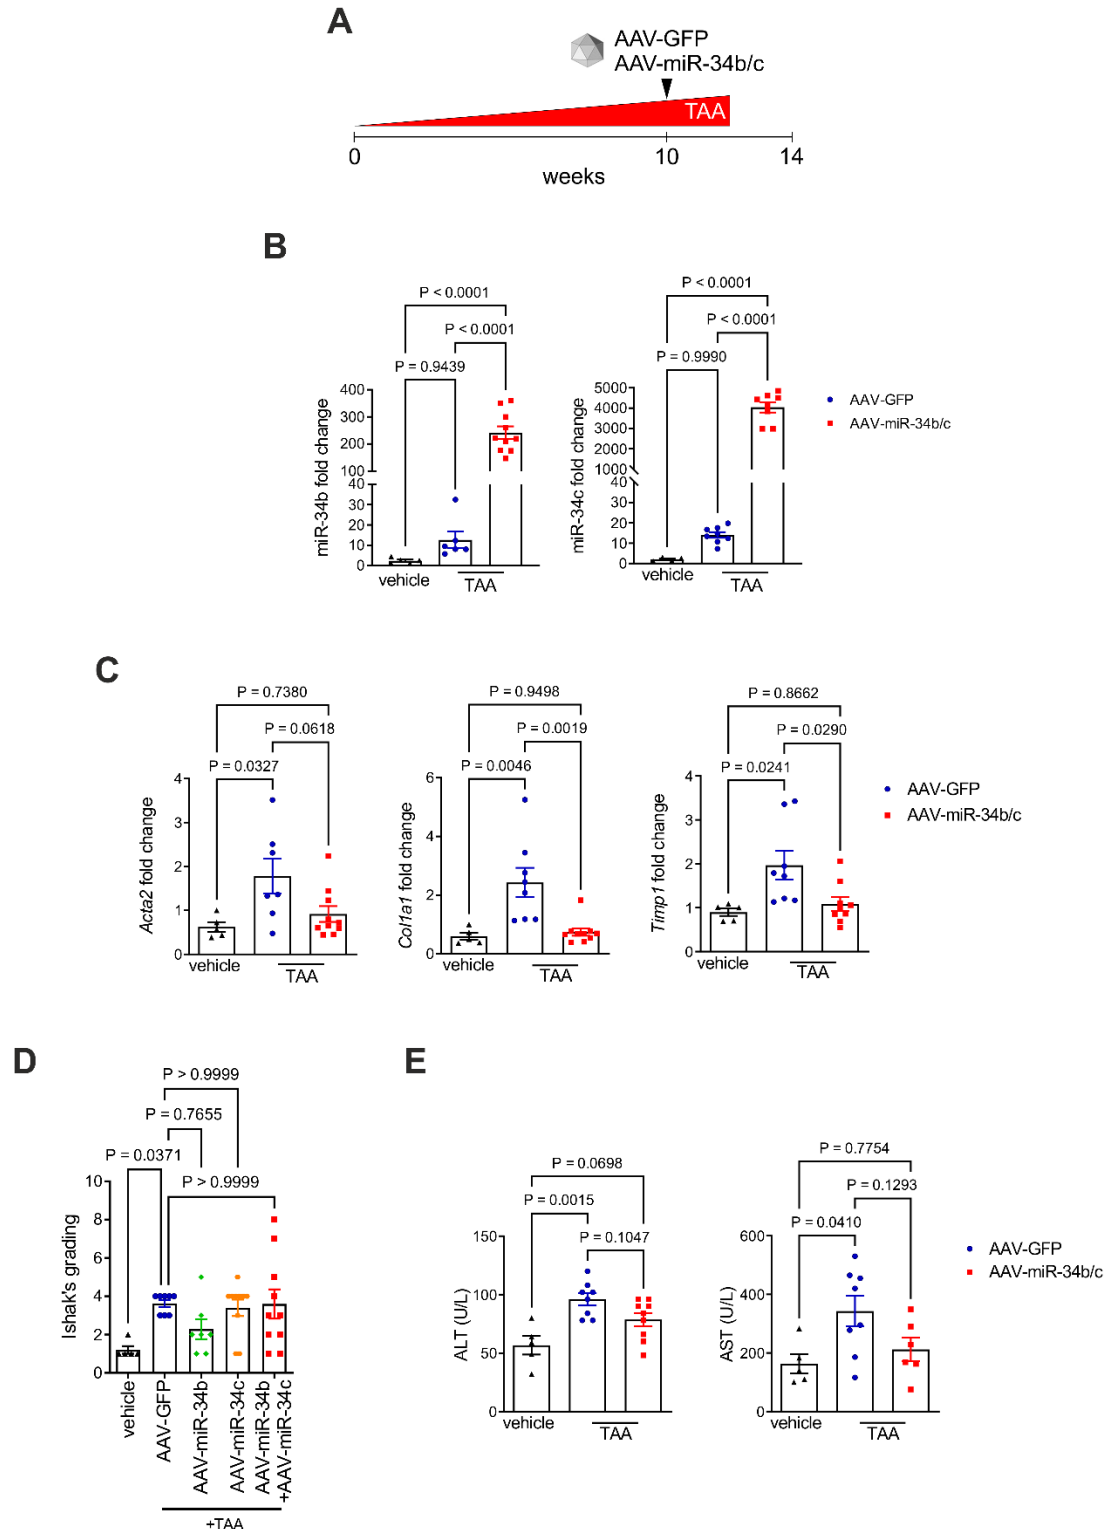

**Fig. S4.** Hepatic delivery of miR-34b/c ameliorates thioacetamide-induced liver fibrosis (**A**) Schematic representation of treatment schedule. (**B**) Hepatic levels of miR-34b and miR-34c by real time PCR in wild-type mice treated with thioacetamide (TAA) or vehicle (n=5) and injected with AAV vectors expressing either miR-34b/c (AAV-miR-34b/c) (n=10) or GFP as control

(AAV-GFP) (n=9). **(C)** Expression of fibrosis marker genes by real time PCR. **(D)** Necro-inflammation grading according to Ishak's scoring system. **(E)** Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities. One-way ANOVA plus Tukey's post-hoc or Kurskal-Wallis plus Dunn's multiple comparison **(D only)**.

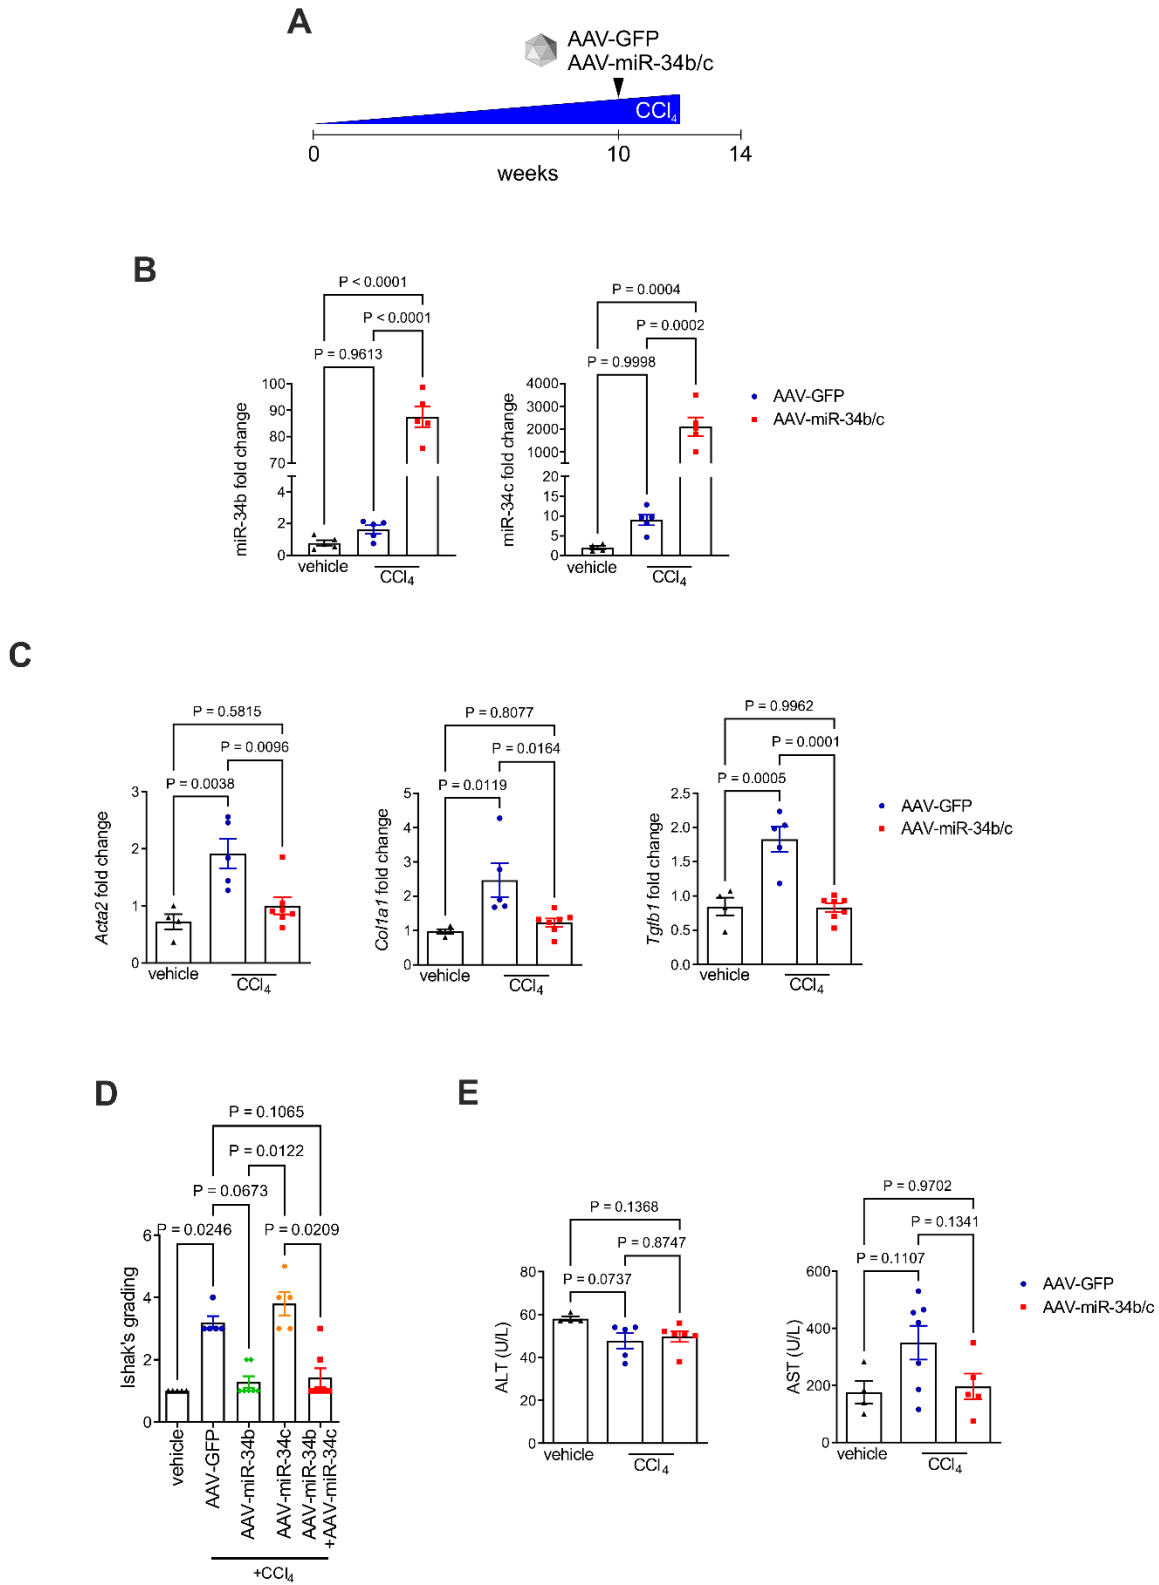

**Fig. S5.** Hepatic delivery of miR-34b/c ameliorates carbon tetrachloride-induced liver fibrosis. (A) Schematic representation of treatment schedule. (B) Hepatic levels of miR-34b and miR-34c

by real time PCR in wild-type mice treated with vehicle (n=5) or carbon tetrachloride (CCl<sub>4</sub>) and injected with adeno-associated vectors expressing GFP (AAV-GFP) (n=5) or miR-34b and -34c (AAV-miR34b/c) (n= 5). (C) Expression of fibrosis marker genes by real time PCR. (D) Necro-inflammation grading according to Ishak's scoring system. (H) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities. One-way ANOVA plus Tukey's post-hoc or Kurskal-Wallis plus Dunn's multiple comparison (D only).

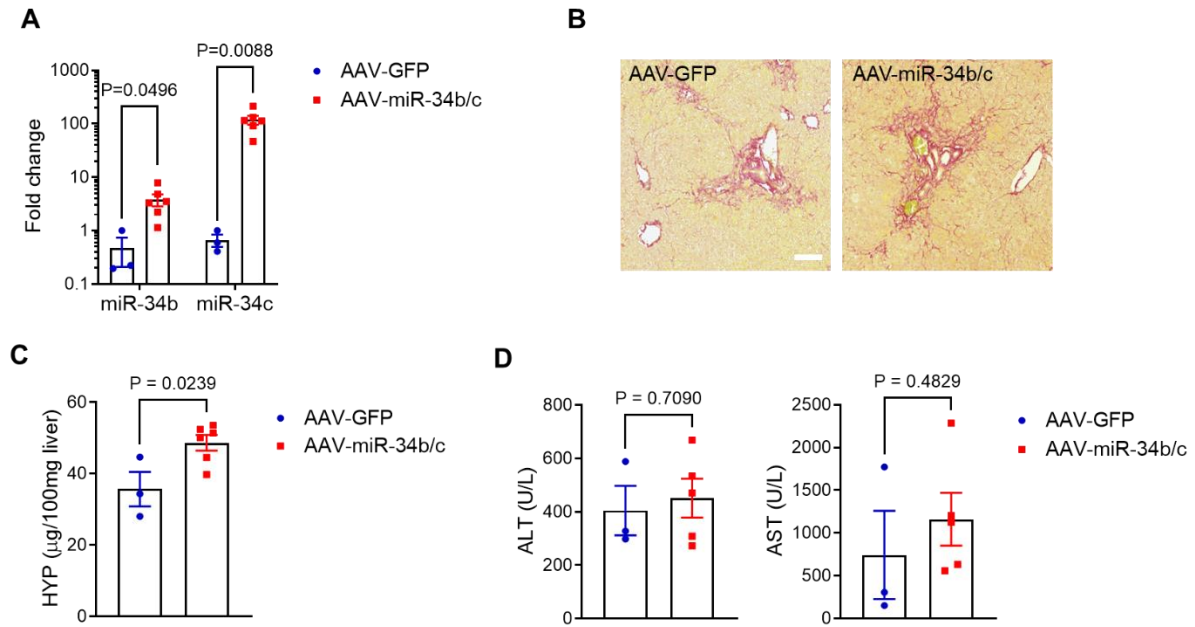

**Fig. S6.** AAV8-mediated overexpression of miR-34b/c does not ameliorate fibrosis in *Abcb4*<sup>-/-</sup> mice. 10-week-old *Abcb4*<sup>-/-</sup> mice were injected with AAV-miR-34b/c and AAV-GFP at the dose of  $5 \times 10^{13}$  gc/kg. Livers were collected at 4 weeks post-injection **A**) qPCR for miR-34b and miR-34c on livers from *Abcb4*<sup>-/-</sup> mice treated with AAV-miR-34b+AAV-miR34c or with AAV-GFP as control (n=3-5 per group) **B**) Liver sirius red staining. **C**) Hepatic hydroxyproline (HYP) content. **D**) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities. *t*-test.

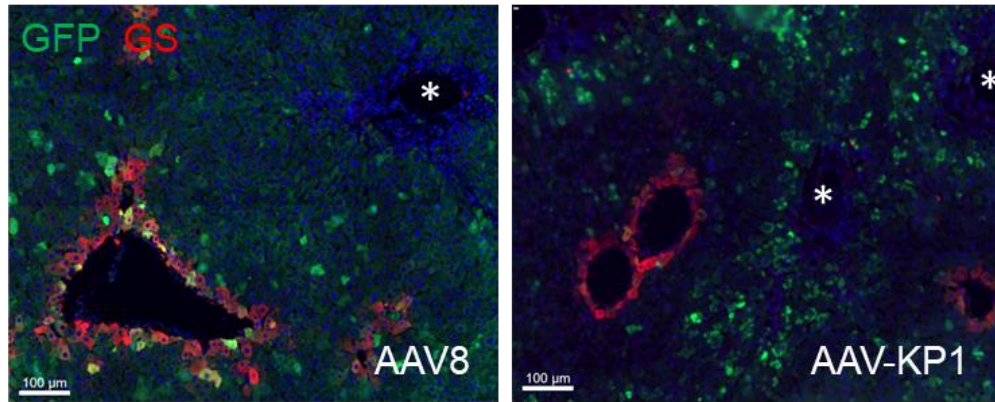

**Fig. S7.** Inverted zonation of liver transduction by AAV8 and AAV-KP1 vectors. 10-week-old *Abcb4*<sup>-/-</sup> mice were injected with AAV8-TBG-GFP and AAV-KP1-TBG-GFP vectors at the dose of  $5 \times 10^{13}$  gc/kg. Livers were collected at 4 weeks post-injection and immunostained with anti-GFP (green) and anti-glutamine synthetase (GS, red) antibodies, as a marker of pericentral hepatocytes. Nuclei were counterstained with DAPI. Portal areas are indicated by asterisks.

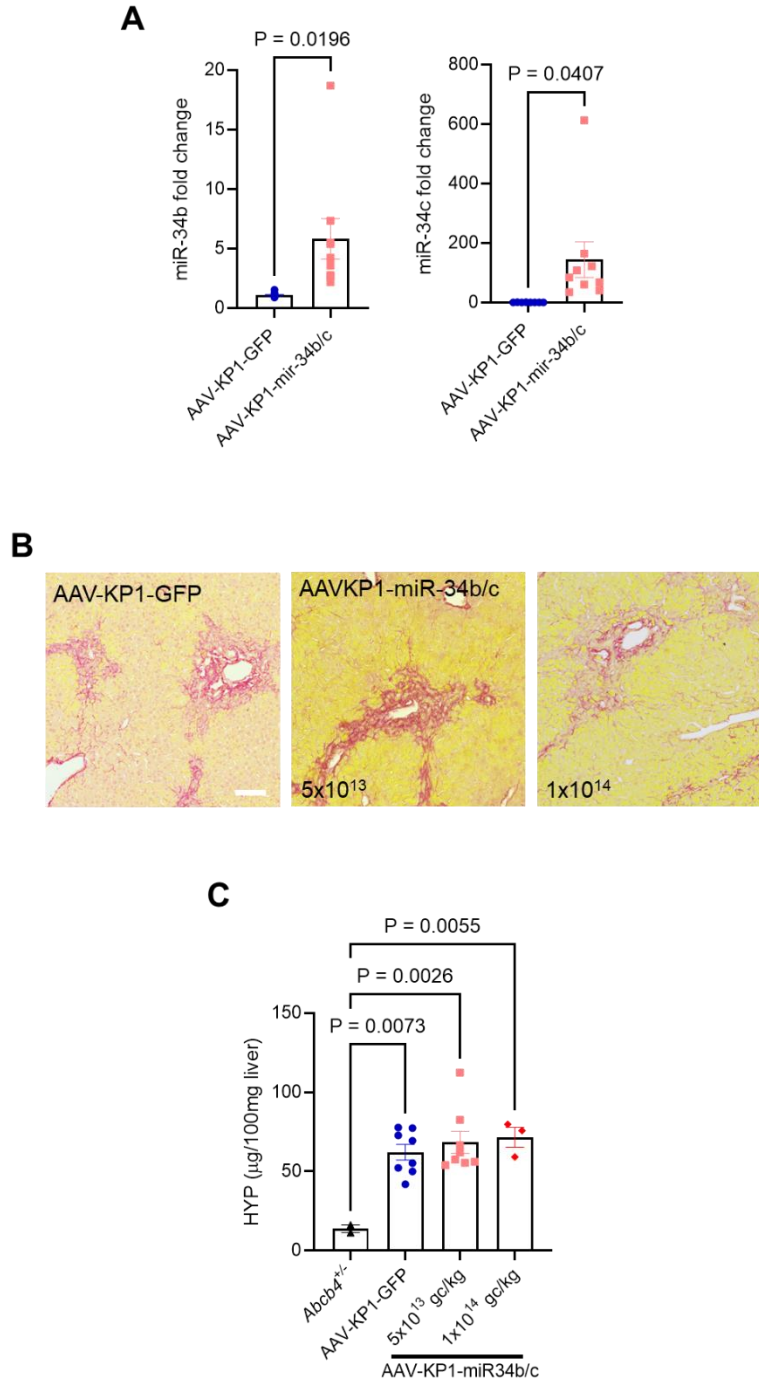

**Fig. S8.** AAV-KP1-delivered miR-34b/c did not ameliorate liver fibrosis in *Abcb4*<sup>-/-</sup> mice. 10-week-old *Abcb4*<sup>-/-</sup> mice were injected with AAV-KP1-miR-34b/c at the doses of 5x10<sup>13</sup> and 1x10x<sup>14</sup> gc/kg and with AAV-KP1-GFP as control. Livers were collected at 4 weeks post-injection (A) miR-34b and miR-34c expression by qPCR (B) Sirius red staining (C) Hepatic hydroxyproline (HYP) content. *t*-test (A) or one-way ANOVA plus Tukey's post-hoc (C).

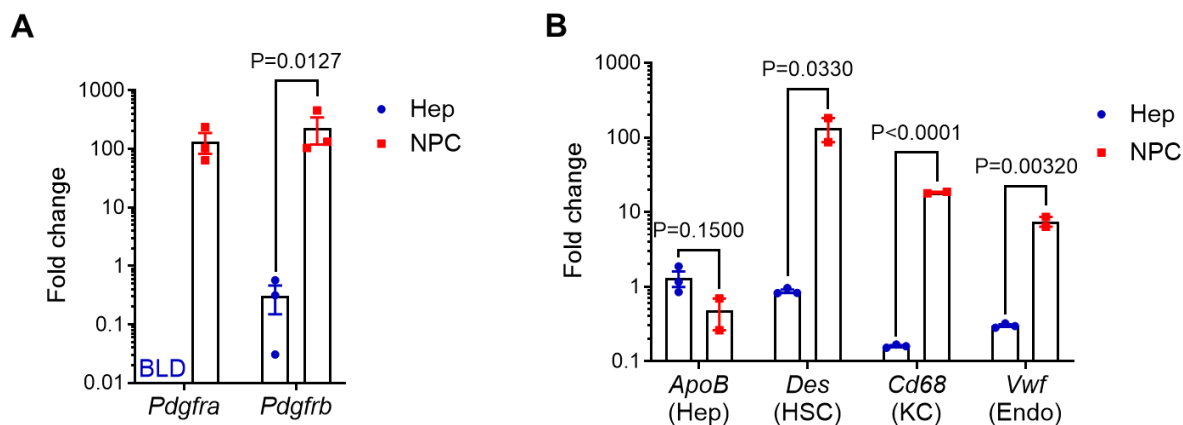

**Fig. S9.** *Pdgfra/b* expression in *Abcb4*<sup>-/-</sup> liver cell fractions. **(A)** Real time PCR analysis of *Pdgfra* and *Pdgfrb* expression in hepatocyte (Hep) and non-parenchymal cell (NPC) fractions. **(B)** Real time PCR analysis of *ApoB*, *Des*, *Cd68* and *Vwf* in hepatocyte (Hep), hepatic stellate cell (HSC), Kupffer cell (KC), and endothelial cell (Endo), respectively. *t*-test.

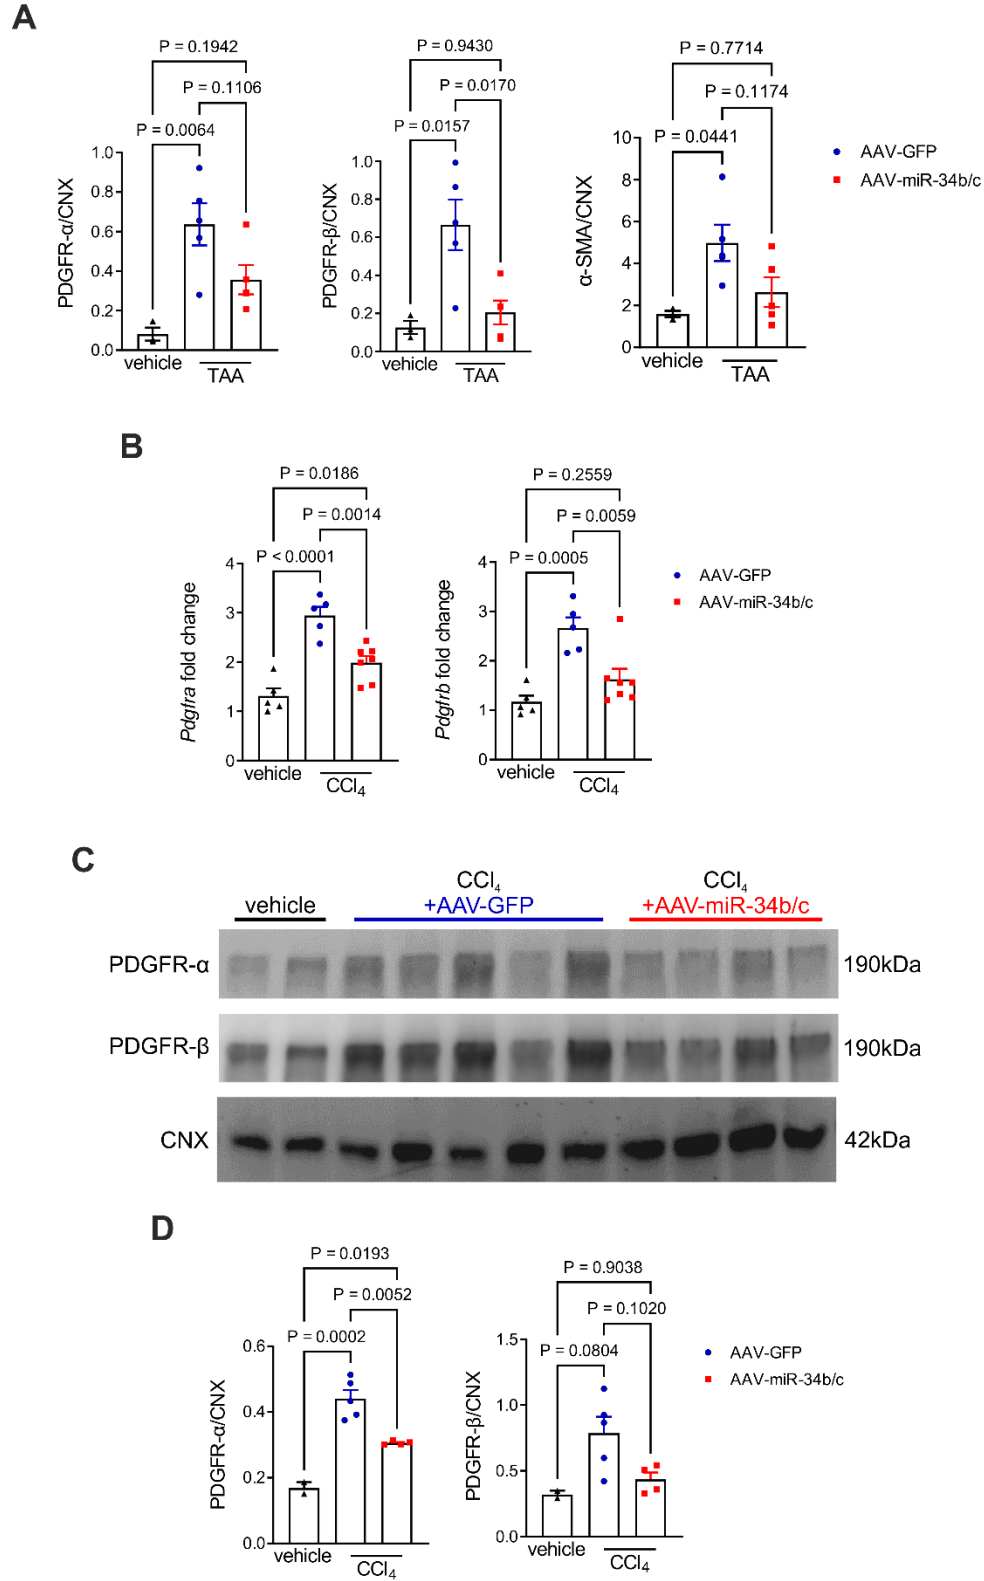

**Fig. S10.** Hepatic delivery of miR-34b/c reduced PDGFR- $\alpha/\beta$  expression. **(A)** Quantification of band intensities from Western blots in **Fig. 4A**. **(B)** Real time PCR analysis for *Pdgfra* and *Pdgfrb*,

(C) western blot analysis and (D) quantification of band intensities for PDGFR- $\alpha$  and PDGFR- $\beta$  in whole liver lysates from C57BL/6 wild-type mice treated with vehicle (n=4) or CCl-4 and injected with adeno-associated vector expressing either miR-34b/c (AAV-miR-34b/c) (n=7) or GFP as control (AAV-GFP) (n=5). Calnexin (CNX) was used as loading control. One-way ANOVA plus Tukey's post-hoc.

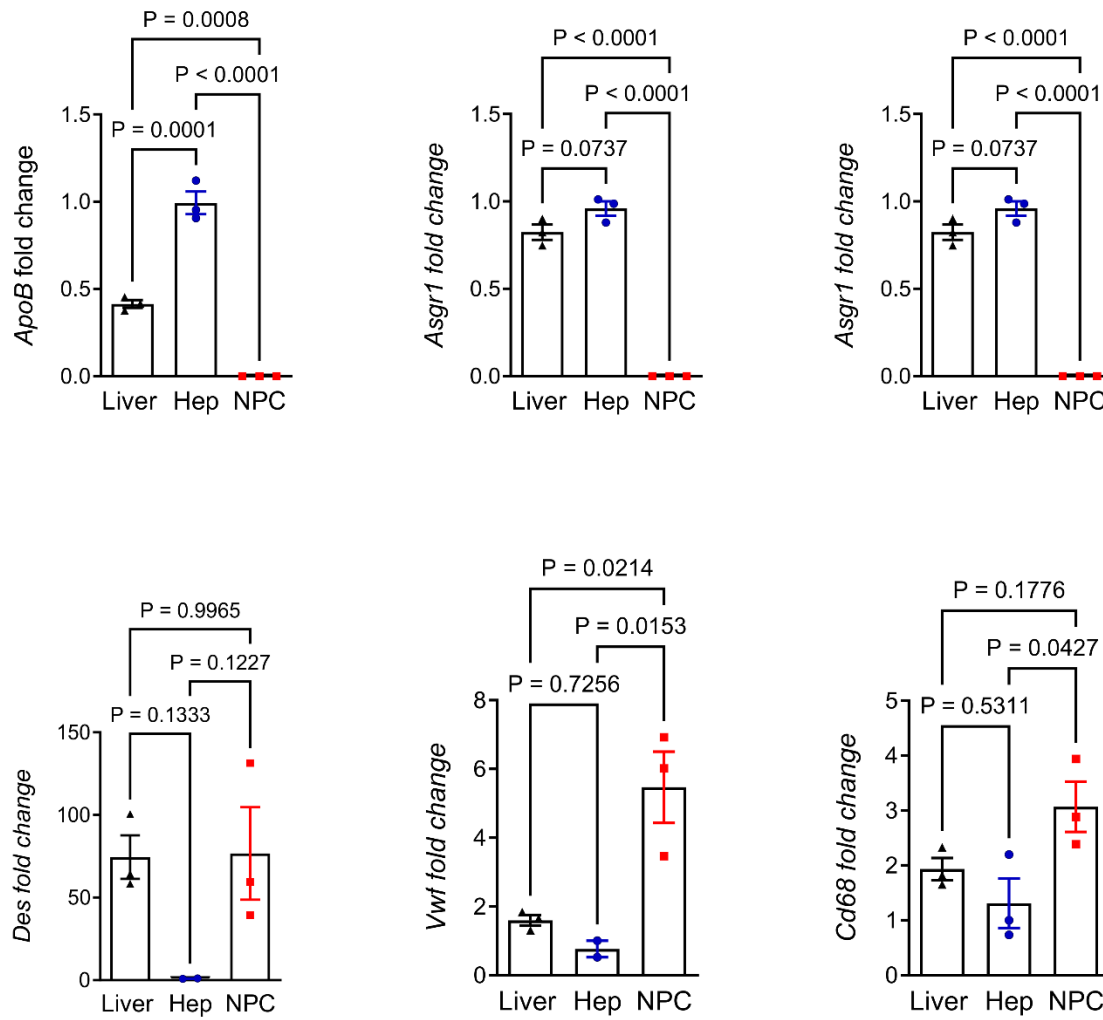

**Fig. S11.** Analysis of hepatocyte (*ApoB*, *Asgr1*, and *Alb*), hepatic stellate cell (*Des*), endothelial cell (*Vwf*), and Kupffer cell (*Cd68*), and markers in whole livers and hepatocyte and non-parenchymal cell (NPC) fractions from miR-34b/c<sup>-/-</sup> mice treated with TAA and injected with AAV-miR-34b/c. One-way ANOVA plus Tukey's post-hoc.

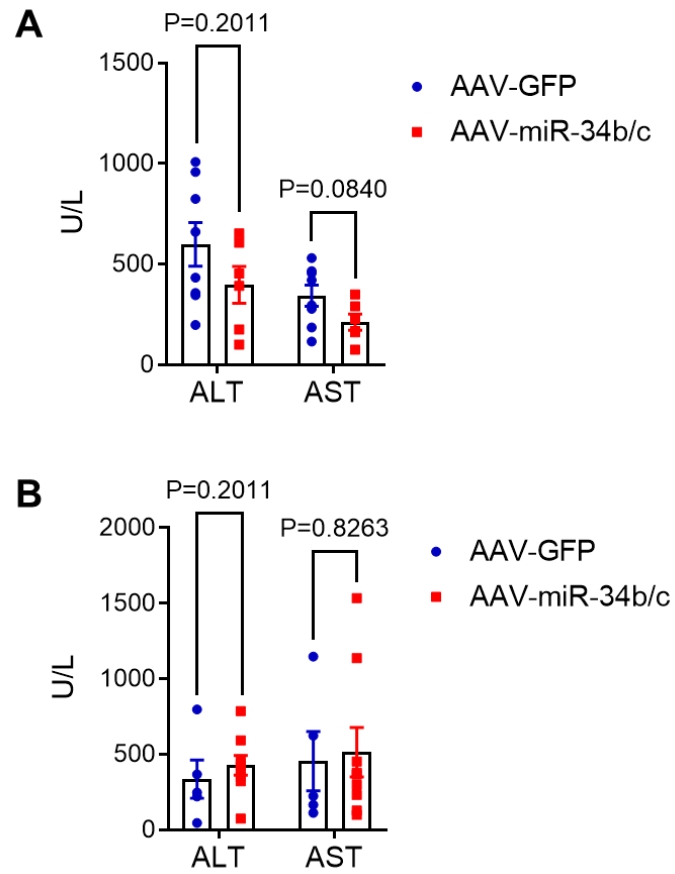

**Fig. S12.** Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities in wild-type mice injected intravenously with AAV-miR-34b/c or AAV-GFP, and **(A)** treated 2 weeks later with increasing doses of thioacetamide and sacrificed after 2 weeks or **(B)** treated 4 weeks later with increasing doses of CCl<sub>4</sub> and sacrificed after 4 weeks. *t*-test.

**Table S1. Primers for real time PCR.**

| <b>Gene</b>   | <b>Forward(5'-3')</b>    | <b>Reverse(5'-3')</b>    |
|---------------|--------------------------|--------------------------|
| <i>Acta2</i>  | CCTGGCTTCGCTGTCTACCT     | TTGCGGTGGACGATGGA        |
| <i>Apob</i>   | AAGCACCTCCGAAAGTACGTG    | CTCCAGCTCTACCTTACAGTTGA  |
| <i>Asgr1</i>  | TGAGCACCCAGGGAAGTAGT     | CCATTGCCCCGAAATGCAG      |
| <i>B2m</i>    | TGGTGCTTGTCTCACTGACC     | GTATGTTTCGGCTTCCCATTTC   |
| <i>Ccl2</i>   | GCTCAGCCAGATGCAGTTAA     | TCTTGAGCTTGGTGACAAAAACT  |
| <i>CD68</i>   | CCTCGCCTAGTCCAAGGTC      | GGATTCTGGATTTGAATTTGGGCT |
| <i>Colla1</i> | GCCAAGAAGACATCCCTGAA     | GCCATTGTGGCAGATACAGA     |
| <i>Ctgf</i>   | GGGCCTCTTCTGCGATTTTC     | ATCCAGGCAAGTGCATTGGTA    |
| <i>Il6</i>    | CCGGAGAGGAGACTTCACAG     | CAGAATTGCCATTGCACAAC     |
| <i>Pdgfra</i> | TCCTTCTACCACCTCAGCGAG    | CCGGATGGTCACTCTTTAGGAAG  |
| <i>Pdgfrb</i> | AGGACAACCGTACCTTGGGTGACT | AGTTCTGACACGTACCGGGTCTC  |
| <i>Tgfb1</i>  | TTGCTTCAGCTCCACAGAGA     | CAGAAGTTGGCATGGTAGCC     |
| <i>Timp1</i>  | CTCATCACGGGCCGCTAAG      | CACTGTGCACACCCACAGC      |
| <i>Timp2</i>  | TCAGAGCCAAAGCAGTGAGC     | GCCGTGTAGATAAACTCGATGTC  |

**Table S2. Antibodies for Western blot analysis and immunostaining.**

| <b>Antibody</b>                                     | <b>Manufacturer</b>                 | <b>Dilution</b> |
|-----------------------------------------------------|-------------------------------------|-----------------|
| anti-actin, $\alpha$ -Smooth Muscle (Thr183/Tyr185) | Merck (A5228)                       | 1/1,000         |
| anti-calnexin                                       | Santa Cruz Biotechnology (sc-46669) | 1/1,000         |
| Anti-GFP                                            | Abcam (ab13970)                     | 1/800           |
| Anti-glutamine synthetase                           | Abcam (ab16802)                     | 1/200           |
| Anti-IBA1                                           | FujiFilm (#019-19741)               | 1/200           |
| anti-PDGFR- $\alpha$                                | Cell Signaling Technologies (#3174) | 1/500           |
| anti-PDGFR- $\beta$                                 | Cell Signaling Technologies (#3169) | 1/500           |
| Anti-vinculin                                       | Merck (#V9131)                      | 1/200           |

# Supplementary material for: Hepatocyte delivery of miR-34b/c reduces hepatic stellate cell activation and improves liver fibrosis
**Source:** Mol Ther Nucleic Acids. 2025 Jun 9;36(3):102593. doi: 10.1016/j.omtn.2025.102593
**Supplement:** Document S2. Article plus supplemental information

# Hepatocyte delivery of miR-34b/c reduces hepatic stellate cell activation and improves liver fibrosis

Pasquale Piccolo,<sup>1,10</sup> Rosa Ferriero,<sup>1,10</sup> Claudia Perna,<sup>1</sup> Edoardo Nusco,<sup>1</sup> Marcello Monti,<sup>1,9</sup> Rossella De Cegli,<sup>1</sup> Anna Barbato,<sup>1</sup> Nicolina Cristina Sorrentino,<sup>1,2</sup> Maria Teresa Viscomi,<sup>3,4</sup> Marica Cariello,<sup>5</sup> Antonio Moschetta,<sup>5</sup> Severo Campione,<sup>6</sup> and Nicola Brunetti-Pierri<sup>1,7,8</sup>

<sup>1</sup>Telethon Institute of Genetics and Medicine, Pozzuoli, Italy; <sup>2</sup>Department of Clinical Medicine and Surgery, University of Naples Federico II, Naples, Italy; <sup>3</sup>Department of Life Science and Public Health, Section of Histology and Embryology, Università Cattolica del Sacro Cuore, Rome, Italy; <sup>4</sup>Fondazione Policlinico Universitario “A. Gemelli”, IRCCS, Rome, Italy; <sup>5</sup>Department of Interdisciplinary Medicine, University of Bari “Aldo Moro”, Bari, Italy; <sup>6</sup>Pathology Unit, “A. Cardarelli” Hospital, Naples, Italy; <sup>7</sup>Department of Translational Medicine, Federico II University of Naples, Naples, Italy; <sup>8</sup>Scuola Superiore Meridionale (SSM, School of Advanced Studies), Genomics and Experimental Medicine Program, University of Naples Federico II, Naples, Italy; <sup>9</sup>Institute of Endotypes in Oncology, Metabolism and Immunology “G. Salvatore”, Naples, Italy

**Liver fibrosis is a major health problem worldwide and currently available treatments are only supportive. The microRNA-34 (miR-34) family is upregulated in response to chronic liver injuries, and miR-34b/c downregulates the platelet-derived growth factor signaling receptors. Mice deleted of miR-34b/c were found to be more susceptible to liver fibrosis. Adeno-associated viral (AAV) vector-mediated hepatocyte-specific expression of miR-34b/c ameliorated liver fibrosis/cirrhosis in mice. Interestingly, expression of miR-34b/c into hepatocytes inhibited hepatic stellate cell activation, although no evidence of miR-34b/c expression or transfer from hepatocytes was found into hepatic stellate cells. In conclusion, these findings support delivery of miR-34b/c as anti-fibrotic treatment and may pave the way toward the development of novel microRNA (miRNA)-based therapies against hepatic fibrosis.**

## INTRODUCTION

Liver fibrosis is the deposition of scar tissue in the hepatic parenchyma induced by chronic injury from a variety of causes. Liver fibrosis can progress into cirrhosis that affects the organ architecture and functions with aberrant vasculature and regenerative nodules that result in portal hypertension, organ failure, and hepatocellular carcinoma. Liver cirrhosis is a leading cause of morbidity and mortality worldwide with very limited treatment options.<sup>1</sup> Currently available treatments for liver fibrosis and cirrhosis are indeed only supportive and liver transplantation is the only life-saving option in severe cases.

Several microRNAs (miRNAs) have been found to regulate liver fibrosis, particularly through activation of hepatic stellate cells (HSC) and their *trans*-differentiation into myofibroblast cells, a key step in liver fibrosis. The miRNAs encapsulated within extracellular

vesicles can be secreted and act as paracrine or endocrine effectors, particularly during liver damage.<sup>2</sup> Few miRNAs have been found to have profibrotic roles such as the miR-21, whereas others such as miR-29a, miR-214, and miR-223 were found to have anti-fibrotic activity.<sup>3–11</sup>

We previously found that miR-34b-5p and miR-34c-5p (henceforth miR-34b and miR-34c, respectively) are upregulated in mouse models of liver fibrosis and prevent fibrosis caused by hepatic expression of mutant Z  $\alpha$ 1-antitrypsin through inhibition of platelet-derived growth factor (PDGF) signaling in a mouse model of liver disease due to  $\alpha$ 1-antitrypsin deficiency.<sup>12</sup> Besides fibrosis, the miR-34 family has been involved in cancer and various other human diseases.<sup>13,14</sup> In the present study, we show that mice deleted for the miR-34b/c develop exaggerated liver fibrosis in response to pro-fibrotic injuries and adeno-associated viral (AAV) vector-mediated delivery of miR-34b/c to hepatocytes inhibits HSC activation and has anti-fibrotic activity *in vivo*.

## RESULTS

### Increased liver fibrosis in mice deleted for miR-34b/c

To investigate the role of miR-34b/c in liver fibrosis, *miR-34b/c*<sup>−/−</sup> and wild-type control mice were subjected to pro-fibrotic insults, including thioacetamide (TAA) and carbon tetrachloride (CCl<sub>4</sub>)

Received 21 July 2024; accepted 5 June 2025;  
<https://doi.org/10.1016/j.omtn.2025.102593>.

<sup>10</sup>These authors contributed equally

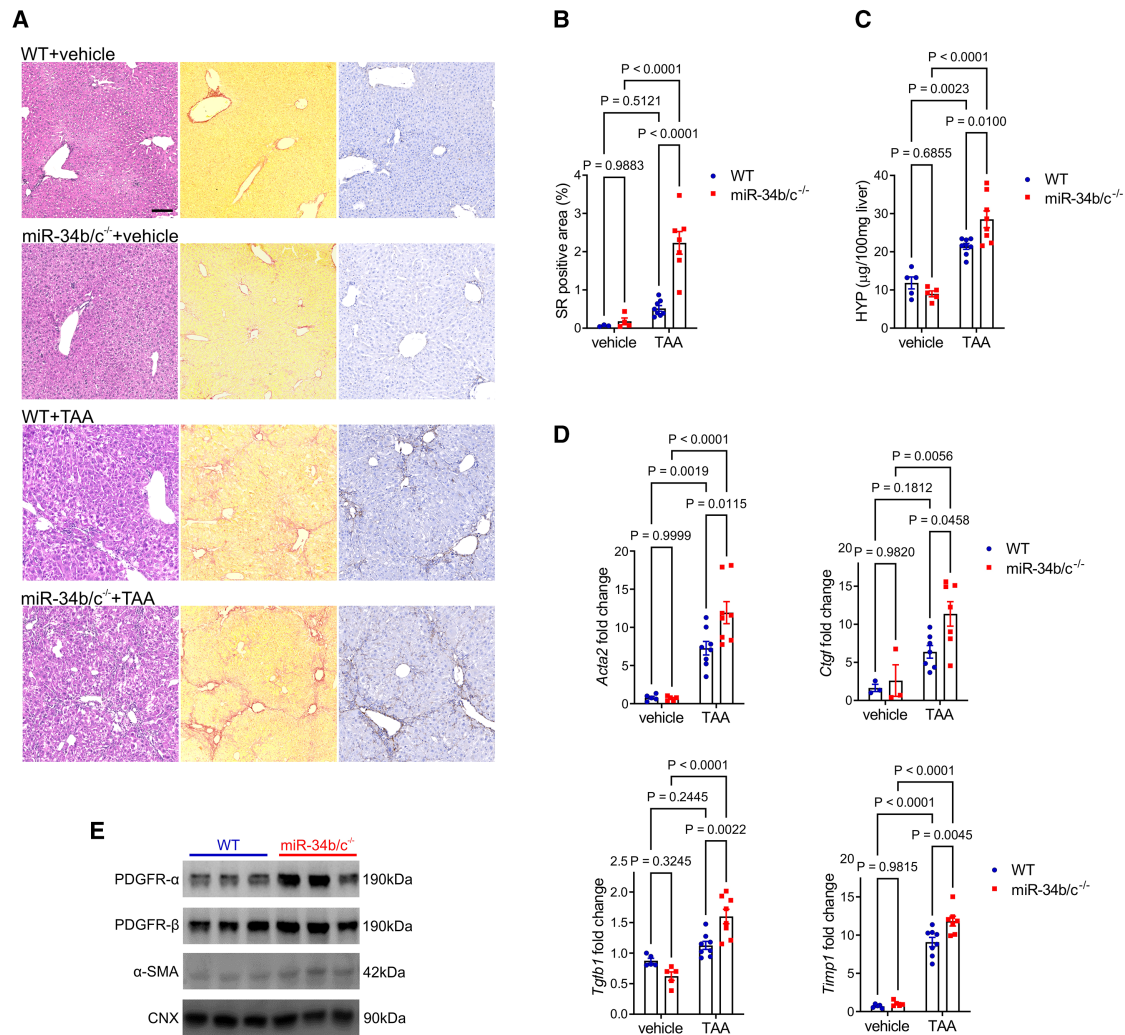

**Figure 1. *miR-34b/c*<sup>-/-</sup> mice are more susceptible to thioacetamide-induced liver fibrosis**

(A) Representative hematoxylin and eosin (left), Sirius red (SR) (central), and anti-COL1A1 (right) staining of livers from C57BL/6 wild-type (WT) and *miR-34b/c*<sup>-/-</sup> mice treated with thioacetamide (TAA) ( $n = 8$  per group) or vehicle ( $n = 5$  per group). Scale bar, 100  $\mu$ m. (B) Quantitative morphometry of SR staining. Data are expressed as percentage over total field area. (C) Liver hydroxyproline (HYP) content. (D) Real-time PCR of fibrosis marker genes and (E) western blot on liver extracts from WT or *miR-34b/c*<sup>-/-</sup> mice treated with TAA ( $n = 3$  per group). Calnexin (CNX) was used as loading control. Two-way ANOVA plus Tukey's post-hoc.

at increasing doses for 6 and 4 weeks, respectively. Although TAA induced liver fibrosis in both *miR-34b/c*<sup>-/-</sup> and wild-type control mice (Figure 1A), livers of *miR-34b/c*<sup>-/-</sup> mice showed significantly increased collagen deposition, greater hydroxyproline content (Figures 1A–1C), and increased expression of fibrosis (*Acta2*, *Ctgf*, *Tgfb1*, and *Timp1*) and inflammatory marker (*Ccl2* and *Il6*) genes compared to wild-type mice (Figures 1D and S1A). Consistently, increased  $\alpha$  and  $\beta$  subunits of PDGF receptor (PDGFR- $\alpha$  and - $\beta$ ) and  $\alpha$ -smooth muscle actin ( $\alpha$ -SMA) proteins that are markers of HSC activation were detected in TAA-treated *miR-34b/c*<sup>-/-</sup> mouse livers compared to wild-type controls (Figures 1E and S1B). Compared to controls, serum alanine transaminase (ALT) activities were similarly increased by TAA in wild-

type and *miR-34b/c*<sup>-/-</sup> mice, whereas no differences in serum aspartate transaminase (AST) were detected among fibrotic and non-fibrotic controls (Figure S1C). Compared to controls, livers of *miR-34b/c*<sup>-/-</sup> mice showed increased collagen deposition (Figures 2A and 2B), hydroxyproline content (Figure 2C), expressions of fibrosis and inflammatory genes (Figures 2D and S2A), and PDGFR- $\alpha$ / $\beta$  and  $\alpha$ -SMA proteins after CCl<sub>4</sub> treatment (Figures 2E and S2B). Consistent with previous studies with similar dosage,<sup>6,15</sup> CCl<sub>4</sub> did not increase serum ALT activities compared to vehicle-treated animals (Figure S2C). Altogether, these data show that *miR-34b/c*<sup>-/-</sup> mice are more susceptible to fibrotic injuries and support a protective role of miR-34b/c against liver fibrosis. Moreover, expression of miR-34c was increased in RNA from

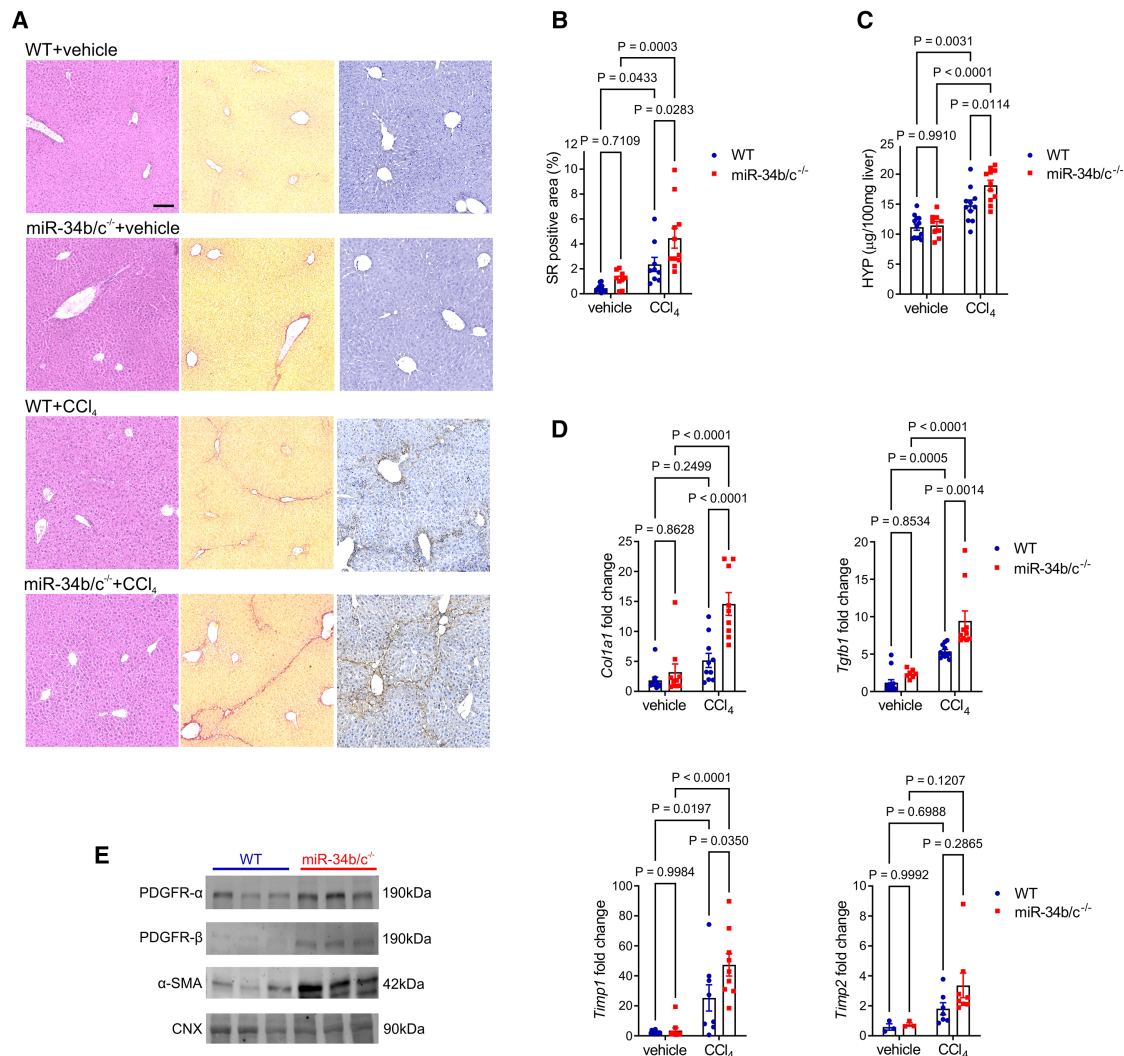

**Figure 2. *miR-34b/c*<sup>-/-</sup> mice are more susceptible to carbon tetrachloride-induced liver fibrosis**

(A) Representative hematoxylin and eosin (left), Sirius red (SR) (central), and anti-COL1A1 (right) staining of livers from C57BL/6 wild-type (WT) and *miR-34b/c*<sup>-/-</sup> mice treated with carbon tetrachloride (CCl<sub>4</sub>) (*n* = 11 per group) or vehicle (*n* = 9–13 per group). Scale bar, 100 μm. (B) Quantitative morphometry of SR staining. Data are expressed percentage over total field area. (C) Liver hydroxyproline (HYP) content. (D) Real-time PCR for fibrosis marker genes, (E) Western blot analysis on liver extracts from WT and *miR-34b/c*<sup>-/-</sup> mice treated with CCl<sub>4</sub> (*n* = 4 per group). Calnexin (CNX) was used as loading control. Two-way ANOVA plus Tukey's post-hoc.

whole liver but not in the hepatocyte fraction of mice treated with TAA (Figure S3).

#### Hepatic delivery of miR-34b/c reduces liver fibrosis

To investigate the potential of miR-34b/c as antifibrotic agent, we sought to deliver miR-34b/c to cells that produce it in response to injuries. To this end, mice with TAA-induced liver fibrosis were injected intravenously (i.v.) with the hepatotropic serotype 8 AAV vectors expressing the murine miR-34b or miR-34c under the control of the hepatocyte-specific thyroxine-binding globulin (TBG) promoter to potentiate the anti-fibrotic effect of miR-34c produced by hepatocytes that do not overexpress the miR-34c under TAA-induced liver fibrosis (Figure S3). Mice were treated for 12 weeks with increasing

doses of TAA to induce fibrosis/cirrhosis at advanced and irreversible stages that cannot revert after TAA discontinuation.<sup>16</sup> After 10 weeks of TAA, mice were injected i.v. with AAV-miR-34b, or AAV-miR-34c, or a combination of both (AAV-miR-34b/c), or an AAV expressing green fluorescent protein (GFP) as control, and sacrificed 4 weeks thereafter (Figure S4A). As expected, TAA induced extensive bridging fibrosis up to cirrhosis in livers of control AAV-GFP-injected mice (Figures 3A–3C), whereas livers of AAV-miR-34b/c-injected mice with miR-34b/c expression that was confirmed by real-time PCR (Figure S4B) showed significantly reduced fibrosis staining (Figures 3A–3C) and hydroxyproline content (Figure 3D). Moreover, expression of fibrosis marker genes in livers of mice injected with AAV-miR-34b/c was reduced compared to control

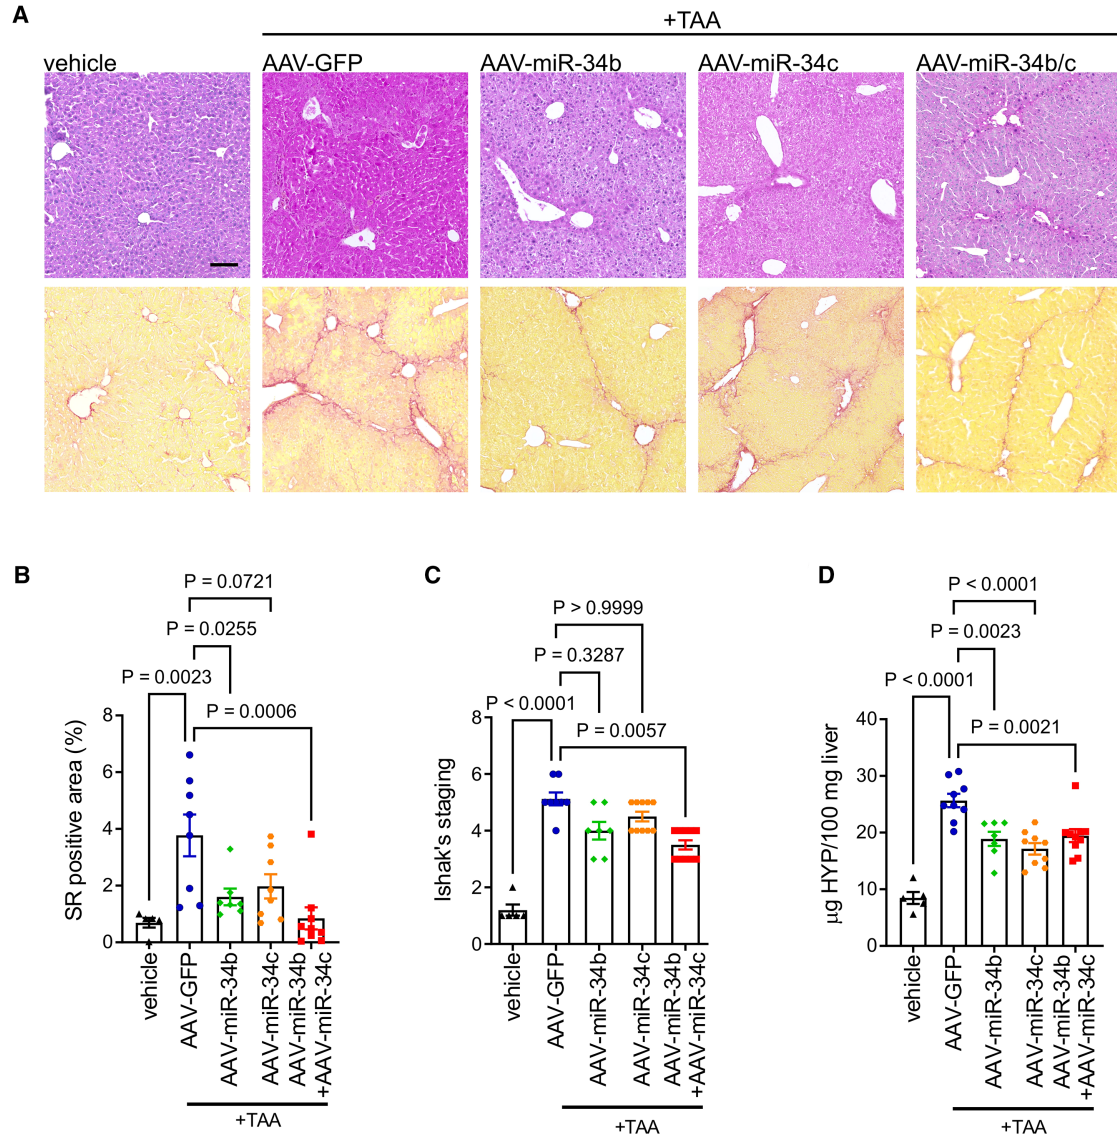

**Figure 3. Hepatic delivery of miR-34b/c reduces TAA-induced liver fibrosis**

(A) Representative hematoxylin and eosin and Sirius red (SR) staining, scale bar, 100 µm; (B) quantitative morphometry of SR staining, (C) Ishak's scores, and (D) hydroxyproline (HYP) content of livers from C57BL/6 wild-type mice treated with thioacetamide (TAA) or vehicle ( $n = 5$ ) and injected with adeno-associated vector expressing miR-34b (AAV-miR-34b) ( $n = 7$ ), miR-34c (AAV-miR-34c) ( $n = 9$ ), both (AAV-miR-34b/c) ( $n = 10$ ), or GFP as control (AAV-GFP) ( $n = 9$ ) according to the treatment schedule shown in Figure S3A. One-way ANOVA plus Tukey's post-hoc or Kruskal-Wallis plus Dunn's post hoc (C only).

AAV-GFP-injected mice and was similar to non-fibrotic livers (Figure S4C). Livers of mice injected with AAV-miR-34b showed reduction in SR positive area and hydroxyproline content and a trend in reduction of Ishak's fibrosis score, whereas livers of mice injected with AAV-miR-34c only showed significant reduction of hydroxyproline amount compared to AAV-GFP injected mice (Figures 3A–3D). Grading of necro-inflammatory activities showed significantly increased scores in TAA-treated compared to vehicle-treated mice, but no significant reductions were detected between livers of mice injected with AAV-miR-34b, AAV-miR-34c, or com-

ination of the two (Figure S4D). Serum ALT activities were non-significantly reduced in AAV-miR-34b/c compared to AAV-GFP-injected animals under TAA (Figure S4E).

To confirm the anti-fibrotic effect of miR-34b/c, wild-type mice were treated for 12 weeks with increasing doses of CCl<sub>4</sub>.<sup>16</sup> After 10 weeks of CCl<sub>4</sub>, mice were injected i.v. with AAV-miR-34b, or AAV-miR-34c, or AAV-miR-34b/c, or AAV-GFP, and sacrificed 4 weeks later (Figure S5A). Hepatic overexpression of miR-34b/c was confirmed by real-time PCR (Figure S5B). CCl<sub>4</sub> induced

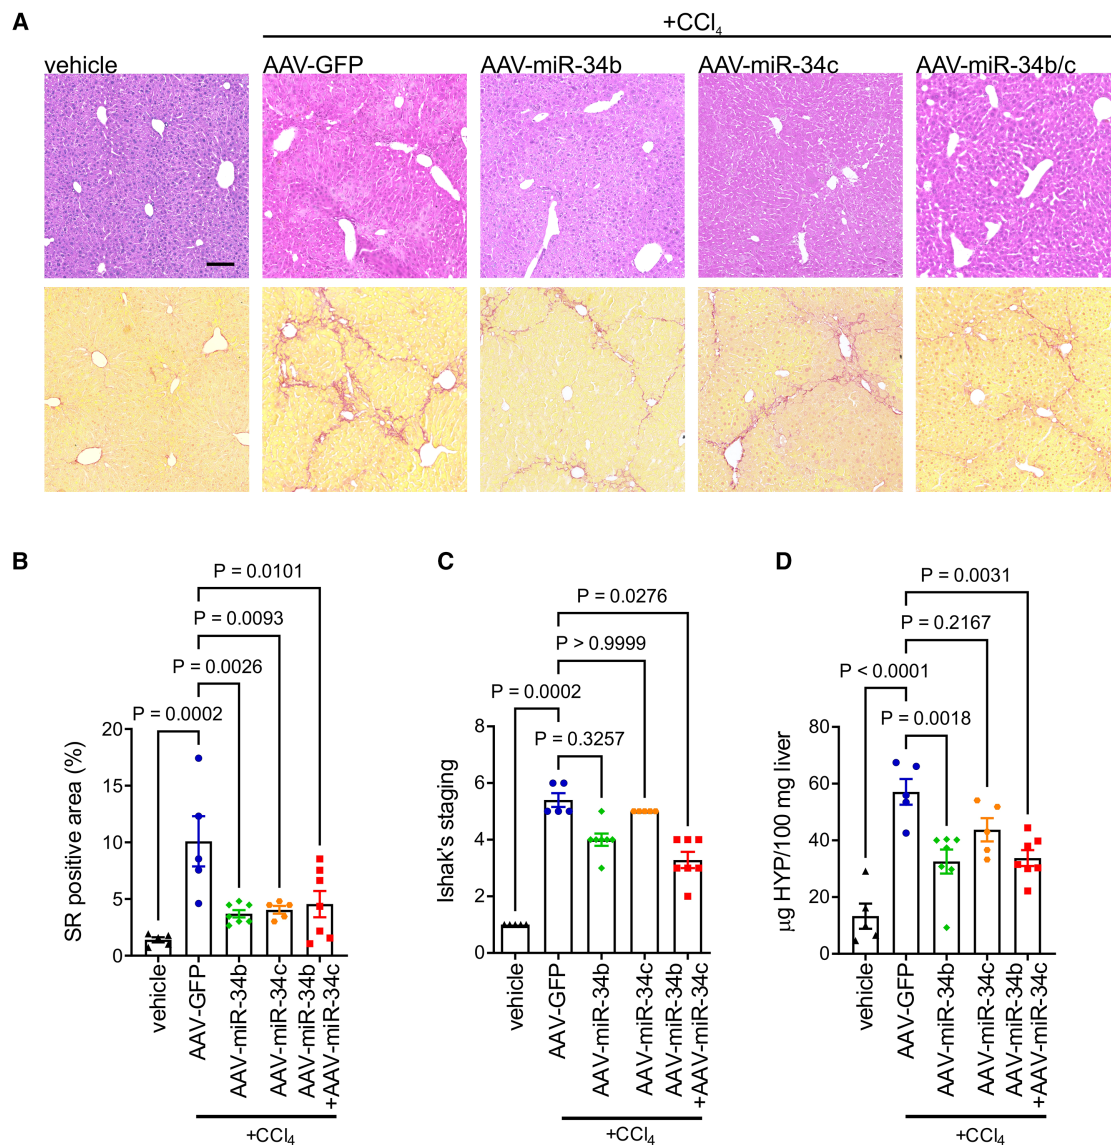

**Figure 4. Hepatic delivery of miR-34b/c reduces CCl<sub>4</sub>-induced liver fibrosis**

(A) Representative hematoxylin and eosin and Sirius red (SR) staining, (B) quantitative morphometry of SR staining, (C) Ishak's scores, and (D) hydroxyproline (HYP) content of livers from C57BL/6 wild-type mice treated with thioacetamide (CCl<sub>4</sub>) or vehicle ( $n = 5$ ) and injected with AAV vectors expressing miR-34b (AAV-miR-34b) ( $n = 7$ ), miR-34c (AAV-miR-34c) ( $n = 5$ ), both (AAV-miR-34b/c) ( $n = 7$ ), or GFP as control (AAV-GFP) ( $n = 9$ ) according to the treatment schedule shown in Figure S4A. Scale bar, 100  $\mu$ m. One-way ANOVA plus Tukey's post-hoc or Kruskal-Wallis plus Dunn's post hoc (C).

advanced liver fibrosis or cirrhosis in AAV-GFP injected mice, whereas livers of mice injected with AAV-miR-34b/c showed reduced fibrosis compared to AAV-GFP injected controls (Figures 4A–4D and S5C). AAV-miR-34b and, to a lesser extent, AAV-miR-34c also ameliorated CCl<sub>4</sub>-induced liver fibrosis (Figures 4A–4D). Although the difference was not significant, necro-inflammatory scores were also reduced by AAV-miR-34b and AAV-miR-34b/c (Figure S5D). Serum ALT and AST activities were mildly increased or unchanged in CCl<sub>4</sub>-compared to vehicle-treated animals (Figure S5E), likely because CCl<sub>4</sub> treatment was

withdrawn for two weeks at the time of blood collection and ALT measurements (Figure S5A).

#### Hepatic delivery of miR-34b/c does not ameliorate biliary fibrosis

To investigate miR-34b/c overexpression in biliary fibrosis, *Abcb4*<sup>−/−</sup> mice were injected with AAV-miR-34b/c or AAV-GFP as control, and sacrificed four weeks later. *Abcb4*<sup>−/−</sup> mice are a widely used model of biliary fibrosis because they recapitulate several features of human cholestatic liver diseases<sup>17–19</sup> with moderate

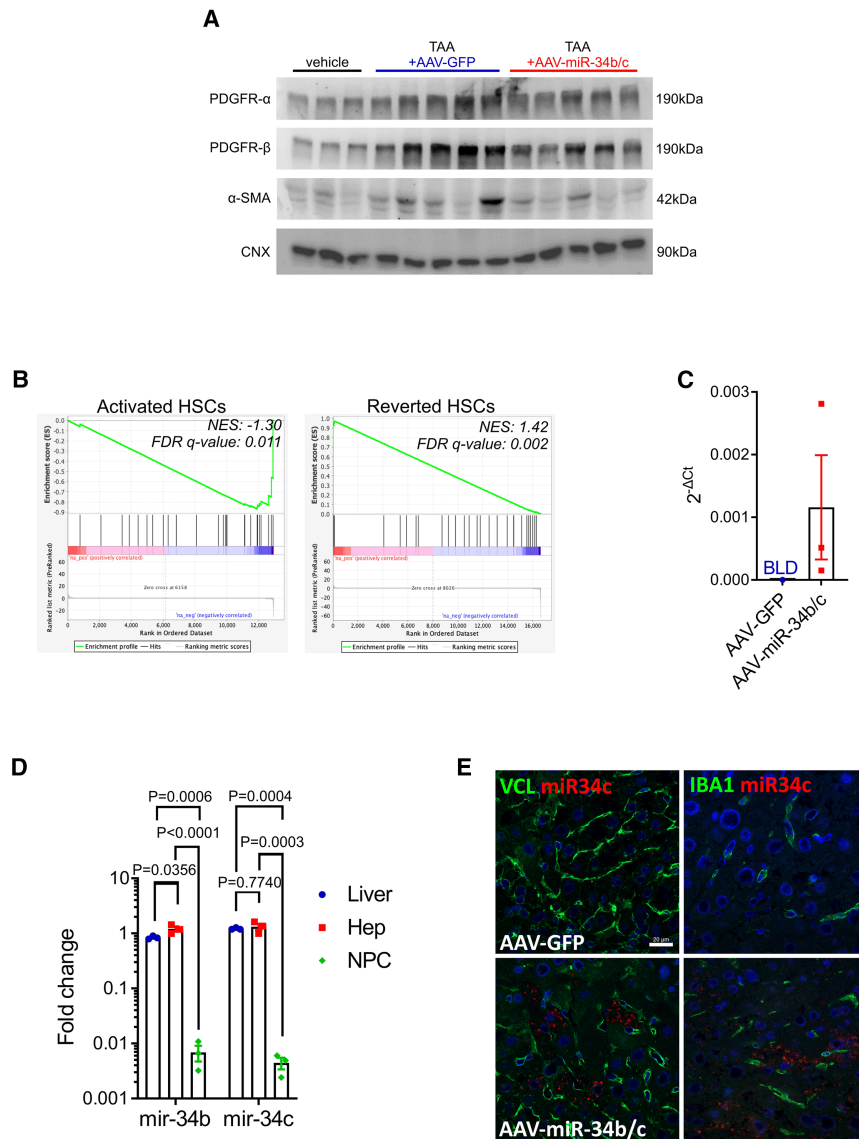

**Figure 5. Hepatocyte-restricted miR-34b/c expression reduced hepatic stellate cell activation**

(A) Western blot analysis for PDGFR- $\alpha$ , PDGFR- $\beta$ , and  $\alpha$ -SMA on liver lysates. Calnexin (CNX) was used as loading control. (B) Enrichment plot from gene set enrichment analysis using activated and reverted HSC gene signature on transcriptomic data from livers of TAA-treated mice injected with AAV-miR-34b/c versus TAA-treated AAV-GFP-injected animals. NES, normalized enrichment score; FDR, false discovery rate. (C) miR-34c serum levels by real-time PCR ( $n = 3$  per group). BLD, below the limit of detection. (D) miR-34b/c analysis by real-time PCR in whole livers and hepatocyte (Hep) and non-parenchymal cell (NPC) fractions from TAA-treated mice injected with AAV-miR-34b/c. One-way ANOVA plus Tukey's post-hoc. (E) Representative images from miRNA-scope and immunofluorescence analysis on liver sections from TAA-treated mice injected with AAV-GFP or AAV-miR-34b/c using a miR-34c probe (red) combined with anti-vinculin (VCL) or anti-ionized calcium-binding adapter molecule 1 (IBA1) (green) as markers of HSC and Kupffer cells, respectively ( $n = 3$  per group). Scale bars, 20  $\mu$ m.

fibrosis by three weeks of age and advanced portal fibrosis by 10–12 weeks of age. AAV-mediated hepatic overexpression of miRNA was confirmed by qPCR (Figure S6A). Sirius red staining and hydroxyproline quantification showed no reduction of liver fibrosis in AAV-miR-34b/c compared to AAV-GFP injected animals (Figures S6B and S6C). Moreover, miR-34b/c overexpressing mice showed similar serum transaminase activities compared to controls (Figure S6D). These findings suggest that in contrast to liver fibrosis induced by TAA or CCl<sub>4</sub>, hepatic delivery of miR-34b/c is not effective in ameliorating biliary fibrosis of *Abcb4*<sup>-/-</sup> mice. While liver fibrosis induced by TAA or CCl<sub>4</sub> is mainly pericentral, fibrosis in *Abcb4*<sup>-/-</sup> mice is restricted to periportal areas. Because AAV8 transduction in mice occurs mostly in hepatocytes near central veins,<sup>20</sup> we next tried to deliver the miR-34b/c by the AAV-KP1 that transduces periportal hepatocytes in wild-type<sup>21</sup> and *Abcb4*<sup>-/-</sup> mice (Figure S7).

However, the AAV-KP1 delivering miR-34b/c was also not effective at reducing liver fibrosis, despite the effective miR-34b/c overexpression (Figure S8). Taken together, these findings indicate that hepatocyte-restricted miR-34b/c overexpression either in pericentral or periportal hepatocytes did not ameliorate biliary fibrosis in *Abcb4*<sup>-/-</sup> mice. Interestingly, *Pdgfra* and *Pdgfrb* expressions were very low to undetectable in the hepatocyte fraction of *Abcb4*<sup>-/-</sup> mice, which failed to respond to the anti-fibrotic effect of miR-34b/c delivery (Figure S9A) and enrichment of cell fractions was validated by cell specific markers (Figure S9B). In contrast, hepatocytes after

CCl<sub>4</sub> administration express PDGFR- $\alpha$ ,<sup>22</sup> and *Pdgfra* knock-out hepatocytes are more resistant to TAA-induced liver fibrosis,<sup>23</sup> suggesting that anti-fibrotic effect of miR-34b/c requires hepatocytes expressing PDGFR- $\alpha$ .

#### Hepatocytes overexpressing miR-34b/c reduce HSC activation

Overexpression of miR-34b/c reduced hepatic PDGFR- $\alpha/\beta$  protein and  $\alpha$ -SMA (Figures 5A and S10) in TAA and CCl<sub>4</sub> mouse models. Moreover, compared to GFP controls, transcriptomic analysis of miR-34b/c overexpressing livers followed by gene set enrichment analysis (GSEA) revealed among the downregulated genes an enrichment of genes involved in HSC activation and an enrichment of genes associated with fibrosis reversal in HSC among upregulated genes (Figure 5B). These results suggest that hepatic miR-34b/c overexpression reduces HSC activation.

Hepatocytes can actively secrete miRNAs via extracellular vesicles and this process is enhanced during liver injury.<sup>24</sup> Secreted miRNAs can be taken up by adjacent or distal cells, including liver non-parenchymal cells (NPC). To investigate whether miR-34b/c overexpressed in hepatocytes from fibrotic livers is secreted, we injected TAA-treated *miR-34b/c*<sup>-/-</sup> mice with AAV-miR-34b/c or AAV-GFP as control and then measured the serum miR-34c concentrations. In contrast to control mice, circulating miR-34c was detected in AAV-miR-34b/c injected mice (Figure 5C). Moreover, in the NPC fraction, the miR-34b/c was detectable at a very low level, likely as result of residual hepatocyte contamination of the cell fraction (Figures 5D and S11). In addition, miRNA-scope combined with immunofluorescence on livers failed to show any co-localization of miR-34c with either HSC (VCL)- or Kupffer cell (IBA1)-specific markers (Figure 5E). Taken together, these findings suggest that miR-34b/c expressed in hepatocytes is not taken up by other cell types in the liver and thus, it is unlikely to have paracrine effects. Serum AST and ALT activities showed no significant changes in mice injected with AAV-miR-34b/c or AAV-GFP control vector before liver injury induced by TAA or CCl<sub>4</sub> for 2 and 4 weeks (Figure S12), thus suggesting that amelioration of fibrosis is not dependent on reduced hepatocellular damage.

## DISCUSSION

In the present study, we found that mice deleted for *miR-34b/c* are more susceptible to fibrotic insults and AAV-mediated hepatic delivery of miR-34b/c has anti-fibrotic activity. The miR-34 family is composed of three members, miR-34a, -34b, and -34c, with the miR-34b and miR-34c linked as a bi-cistronic transcriptional unit.<sup>25</sup> Increased expression of miR-34 family has been detected in animal models and patients with liver fibrosis.<sup>26–29</sup> However, the role of miR-34 in liver fibrosis has been elusive with some evidence supporting a pro-fibrotic role<sup>30–32</sup> while others suggesting anti-fibrotic activity.<sup>30,33,34</sup> This conflicting evidence came from *in vitro* studies, often limited by the lack of co-culturing of hepatocytes with other liver cells. The present study addresses this discrepancy by showing *in vivo* anti-fibrotic activity of miR-34b/c. First, we showed that mice lacking miR-34b/c are more susceptible to liver fibrosis and delivery of miR-34b/c to hepatocytes exerts anti-fibrotic effects in two independent mouse models of liver fibrosis. Importantly, the anti-fibrotic activity was also detected at advanced stages of liver fibrosis. Next, we found that the anti-fibrotic effect of miR-34b/c does not appear to be dependent on miR-34b/c secretion or paracrine effects on other liver cells and is observed under fibrotic conditions with hepatocytes over-expressing PDGFR- $\alpha$ .

Liver fibrosis is the result of a maladaptive response to a vast array of hepatocellular injuries that induce integrated signaling networks, ultimately converging in activation and transdifferentiation of HSC. HSC are the central effector cells in liver fibrosis that orchestrate the deposition of extracellular matrix and fibrotic scars. Based on this model, antifibrotic therapies have been typically designed to target HSC. In contrast, although the exact mechanisms remain to be

understood, this study paves the way toward a different therapeutic approach centered on hepatocytes as target cells. In our experiments, miR-34b/c expression was restricted to hepatocytes by the AAV8 tropism and the hepatocyte-specific TBG promoter. Leaky expression and paracrine uptake of miR-34b/c by liver NPCs was ruled out by miRNA-scope combined with immunohistochemistry and analysis of liver cell fractions. Compared to HSC, hepatocytes are more attractive as target cells gene-based therapies by both viral and non-viral vectors.<sup>35</sup> In this proof-of-principle study, we used an AAV vector for delivery of the miR-34b/c. AAV vectors are showing promising results in clinical trials,<sup>36</sup> and AAV delivery of miRNAs is under clinical investigation.<sup>37</sup> However, delivery of miR-34b/c might also be performed by non-viral carriers that are increasingly used in clinical trials.<sup>38,39</sup>

How the deposited data were processed for this re-analysis (not part of the article)

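Liver RNA of vehicle-treated mice (5 libraries), TAA-treated mice injected with AAV-GFP (7 libraries) and TAA-treated mice injected with AAV-miR-34b/c (7 libraries) was sequenced at the 3′ end of polyadenylated transcripts. The values used are the counts per gene that the authors deposited for these 19 libraries in a single table, without normalization. According to the methods, the authors processed the reads with the provider's pipeline, in which reads are filtered by quality, trimmed, aligned to the reference genome and counted by gene, and they cite STAR, BBMap and HTSeq-count for these steps. Tool versions, genome build, annotation release, strand setting and use of molecular identifiers are not named in the paper's text. Counts can therefore include PCR duplicates, and errors derived from counts alone cover counting error only. Reads that match near-identical genes, such as those of the glutathione S-transferase, serum amyloid and major urinary protein families, could be lost or split between the copies, and overlapping and antisense genes could share reads, so values of such genes are uncertain. The table held no other library. Gene symbols and positions were taken from the GENCODE annotation of GRCm38 by Ensembl identifier, which gave a symbol to 30934 of the 31053 genes listed.

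The median total count over all libraries was 2991704. *Alb* took 1.91% to 5.10% of the counts of a library, *Gm42418* 1.07% to 6.17%, mitochondrial genes 3.71% to 10.8% and the 10 most counted genes together 19.5% to 23.9%. *Gm42418* overlaps a ribosomal RNA repeat. Ratios of the median totals between groups were 1.09 for AAV-GFP against vehicle (two-sided exact permutation p = 0.443) and 1.06 for AAV-miR-34b/c against vehicle (p = 0.285, same exact test).

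Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, glmQLFit and glmQLFTest), with only the 2 groups compared in each fit and no covariate. P-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. Standard errors were computed as the absolute fitted log2 fold change divided by the square root of edgeR's F statistic. For single genes and for the mean log2 CPM of a gene list, all splits of the mice into groups of the same sizes were enumerated (two-sided exact permutation test, log2 CPM with a prior count of 2). The mean of a list was taken over the same genes in all comparisons and can include genes that the filter left out of a comparison. A group whose libraries all had at most 3 counts of a gene was taken as at the floor, and a fold against such a group is given as a lower bound. The genes named in the text are all genes the paper names that the table lists and, in each comparison, the 3 genes with the smallest adjusted p in each direction. Outside this rule, *Col3a1*, *Col6a3*, *Saa1* and *Gm42418* were chosen after their values were seen. The miR-34a, miR-34b and miR-34c genes were not analysed here.

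Gene lists were tested by preranked enrichment with fgsea 1.28.0 on all genes tested, and by camera (preset correlation 0.01) and fry of limma 3.58.1. Lists with fewer than 3 tested genes were not tested. The lists were markers of activated HSC, quiescent HSC, hepatocytes, macrophages, endothelial cells, cholangiocytes, T or B cells, neutrophils, pericentral hepatocytes and periportal hepatocytes, and genes of proliferation, reported miR-34 targets and the p53 response. They are common markers and not the signatures of the paper, and the bulk libraries do not show which cells a transcript came from. For miR-34 targets, the median log2 fold change of genes with the seed match CACTGCC in the longest annotated 3′ UTR was compared with that of genes without it, and with the same difference for 200 other orderings of these 7 bases. For reversal of the TAA response, the share of genes changed between AAV-GFP and vehicle that moved the other way between AAV-miR-34b/c and AAV-GFP was computed over the 35 divisions of the 7 AAV-GFP libraries into 3 for the comparison with vehicle and 4 for the comparison with AAV-miR-34b/c, so that no AAV-GFP library entered both comparisons.

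The groups, the tests, these lists, the rule for named genes and the alternatives were written before the data were examined. The alternatives were no filter on low counts, at least 10 counts in every library, DESeq2's size factors, normalization by library size only, DESeq2 1.42.0, limma-voom with sample quality weights, all 3 groups in one fit, the replicate number as a block, and each library left out in turn. Chosen after the data were seen were 2 alternatives for the models (libraries of close pairs summed, where the coefficient of variation beyond counting noise of 2 libraries of a group was under 0.2, and a clock score as covariate), control motifs without CG for the seed matches, and lists of acute phase genes, clock output genes, male-biased liver genes, female-biased liver genes and NRF2 target genes.

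The calculations were tested on simulated data. Counts were drawn from the means and library sizes of the real libraries with 200 genes changed. The test between AAV-GFP and vehicle recovered 99.0% of 4-fold and 53.7% of 2-fold changes, and the test between AAV-miR-34b/c and vehicle 95.9% and 55.1%. Of the genes called, 5.13% (AAV-miR-34b/c against AAV-GFP), 4.55% (AAV-GFP against vehicle) and 5.73% (AAV-miR-34b/c against vehicle) were false, and with no gene changed 0, 0 and 1 genes were called. In 10 simulations of each comparison with close pairs summed and no gene changed, at most 1, 1 and 2 genes were called. Of 200 unchanged random lists, fgsea called 4%, and a list lowered by 1 log2 unit had an NES of -3.06. With 0.1 subtracted from the fitted log2 fold change of every gene with a seed match, 0 of 200 control motifs were as low as the seed. With no change 120 of 200 were.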

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

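The counts of other splits of the libraries, the tests with close pairs counted as 1 sample, with the clock score and with lists other than those of cell types and HSC were chosen only after the result was seen.

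Of 111 groups of libraries examined for a library far from the others, 7 had one, where chance gives 5.55, so that these libraries are no more than chance gives. The AAV-GFP library 5 had a total count of 4383805, and the next of its group had 3239809. The vehicle library 5 had a *Col1a1* log2 CPM of 1.79, and the next had 2.48. The vehicle library 2 was low for the macrophage list (mean log2 CPM 5.08, next 5.57), for *Saa4* (log2 CPM 8.53, next 9.11) and for *Tmem176b* (log2 CPM 7.13, next 7.74). The AAV-GFP library 6 stood apart for *Moxd1* (log2 CPM -0.069 from 1 count, where all others of its group had 0 counts) and for *Nxpe2* (log2 CPM 2.07, next 0.49). The *Moxd1* value rests on a single count, and no other explanation, technical or biological, was tested for these libraries.

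The paper does not report differential expression against vehicle. Between AAV-GFP and vehicle, 1212 of 9522 genes were called by edgeR (718 higher, 494 lower), and between AAV-miR-34b/c and vehicle 2037 of 9290 (1131 higher, 906 lower). Among 100 splits of the libraries, the real one included, 1 gave as many genes in the first comparison and 1 in the second, which was the real split in both. With close pairs counted as 1 sample, 227 and 331 genes were called. Counts simulated without a change for the summed pairs gave at most 1 and 2 over 10 simulations each. The simulated counts hold no differences between mice that many genes share. The called genes therefore argue against paired libraries as the whole cause only if genes vary independently between mice. The numbers called also moved with single libraries (from 47 to 540 genes over 9 fits and from 7 to 2591 genes over 7 fits that each left out 1 sample). Of the genes with the smallest adjusted p with AAV-GFP, *Gpnmb* was at least 21.8-fold higher and *Moxd1* at least 93.3-fold lower than with vehicle, *Gsta2* was higher by 2.34 and *Cd63* by 2.12 on the log2 scale, and *Gpcpd1* and *Nxpe2* had log2 fold changes of -2.56 and -4.78. With AAV-miR-34b/c, *Serpina3n*, *Coro1c* and *Tmem176b* were higher than with vehicle by 2.37, 1.93 and 1.61, and *Nxpe2*, *Serpine2* and *Fitm1* had log2 fold changes of -3.62, -4.04 and -3.00. Each of these genes separated all mice of the 2 groups compared. TAA and the vector differ together between these groups, so that neither is tested alone. Whether the handling of the mice differed as well is not stated in the paper's text. Clock output genes were lower in livers of AAV-GFP-injected mice (NES -2.08, mean log2 CPM difference -0.97, exact permutation p = 0.00758; 9 of 100 splits as far from 0), which was not past the threshold with close pairs counted as 1 sample (exact permutation p = 0.0595, where 0.0119 is the smallest possible). With a clock score in the model 157 genes were called between AAV-GFP and vehicle. A different time of day at collection and an effect of TAA on the clock cannot be told apart for these genes, because the score differs with the group itself and the time of collection is not known.

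Acute phase genes, which hepatocytes induce on inflammatory signals, were higher in livers of AAV-miR-34b/c-injected mice than in AAV-GFP-injected mice, and the paper does not report on them. The mean log2 CPM of 24 such genes was higher by 2.25 (exact permutation p = 0.00175; 5 of 7 mice above all AAV-GFP-injected mice), all 24 were higher and 19 were called. The list was written after *Saa4* had been seen among the genes with the smallest adjusted p, and serum amyloid genes can share reads. The genes of the list may vary together between mice, since 12 of 100 splits gave an NES as far from 0 as the real one (2.83), so that the enrichment score alone does not separate the groups from other groupings. Counting close pairs as separate mice does not explain the difference, which had an exact permutation p of 0.00952 with pairs counted as 1 sample, nor does the clock score, with which the NES was 2.82. Counts of *Saa1* ranged from 8910 to 102118 with AAV-miR-34b/c, and were 29460 and 39131 in the vehicle libraries 1 and 4. These vehicle libraries are a close pair and may come from 1 animal. At least 1 vehicle-treated mouse therefore also had *Saa1* counts in this range. Both groups of TAA-treated mice received a vector, and the paper gives the same dose for its vectors. AAV-miR-34b/c is a combination of AAV-miR-34b and AAV-miR-34c, and whether the dose is per vector or in total is not stated. A response to a larger vector load was therefore not excluded. With AAV-GFP the list was not higher than with vehicle (mean log2 CPM difference -0.79, exact permutation p = 0.0795; 20 of 24 genes lower). With AAV-miR-34b/c the list was higher than with vehicle by 1.46 (exact permutation p = 0.0177, adjusted p = 0.0331; 23 of 24 genes higher). With close pairs counted as 1 sample, this difference was not past the threshold (exact permutation p = 0.0857). A response to miR-34b/c, another difference between the vectors injected or in their load, and an inflammatory event in some mice that has nothing to do with either all stay open and were not tested.

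NRF2 target genes, which respond to oxidative stress, were lower in livers of AAV-miR-34b/c-injected mice than in AAV-GFP-injected mice, a difference outside the genes that the paper discusses. Their mean log2 CPM differed by -0.64, and all 7 mice were below all 7 AAV-GFP-injected mice (exact permutation p = 0.000583, the smallest that 7 mice against 7 allow; 0.00476, also the smallest possible, with close pairs counted as 1 sample). Of 22 genes tested 19 were lower and 7 were called (NES -2.50), and 1 of 100 splits, the real one, gave a score as far from 0. The list was written after *Gsta2* and *Gclc* had been seen among the genes with the smallest adjusted p, and the glutathione S-transferase genes in it can share reads. The same genes were higher with AAV-GFP than with vehicle (difference 0.84, exact permutation p = 0.00126, the smallest possible; NES 2.52, 3 of 100 splits). With AAV-miR-34b/c they differed from vehicle by 0.19 (exact permutation p = 0.00884), which was not past the threshold with close pairs counted as 1 sample (exact permutation p = 0.0857, where 0.0286 is the smallest possible). A smaller response to TAA as a whole would also move back other genes that differed between AAV-GFP and vehicle. TAA and the vector differ together between these groups, so that neither is tested alone. TAA was given for 12 weeks, and the livers were collected 4 weeks after the injection at week 10. They were therefore collected after TAA had ended. The activated HSC list (higher by 0.81 with AAV-GFP than with vehicle, then a difference of -0.70 with AAV-miR-34b/c from AAV-GFP), the macrophage list (-0.63, then 0.37) and *Glul* (log2 fold changes of -0.75, then 0.78) did move back, a direction that the AAV-GFP libraries shared by both comparisons favour on their own. The male-biased liver genes, which were lower with AAV-GFP than with vehicle (difference -1.68, exact permutation p = 0.00253; 3 of 100 splits for the NES of -2.37), differed by 0.20 between AAV-miR-34b/c and AAV-GFP (exact permutation p = 0.60), and clock output genes by -0.52, further from vehicle (exact permutation p = 0.297). Other lists that were higher with AAV-GFP than with vehicle moved back by little. They were proliferation (0.98, then -0.17), the p53 response (0.52, then -0.09) and the 2 cholangiocyte genes (1.11, then -0.08). Over all genes changed between AAV-GFP and vehicle, 36 of 100 regroupings gave a share moving back as large as the real one. Since these values go both ways, a smaller response to TAA as a whole and a lower oxidative stress response alone cannot be told apart. Both are hypotheses found and examined on the same libraries, and TAA metabolism was not measured in them.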

How the results depend on the processing

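The alternatives with close pairs counted as 1 sample and with the clock score were chosen only after the result was seen, as was the test of the acute phase genes below, whose outcome was predicted before it was run.

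Between AAV-miR-34b/c and AAV-GFP, the 311 genes called by edgeR became 320 without a filter on low counts, 303 with at least 10 counts in every library and 307 with DESeq2's size factors. They became 624 with library size only, 563 with DESeq2, 813 with limma-voom, 437 with all 3 groups in one fit, 87 with close pairs counted as 1 sample and 227 with the clock score (207 of them among the 311). Leaving out each library gave 209 (without AAV-GFP 1) to 344 genes over 14 fits, and with close pairs counted as 1 sample leaving out each sample gave 21 to 106 over 10 fits. Between AAV-GFP and vehicle, the 1212 genes became 2687 with limma-voom, 227 with close pairs counted as 1 sample and 157 with the clock score, and leaving out each library gave 689 (without vehicle 4) to 1859 genes (without AAV-GFP 6). They were 728 without vehicle 1 and 806 without AAV-GFP 3. Between AAV-miR-34b/c and vehicle, the 2037 genes became 3839 with limma-voom, 331 with close pairs counted as 1 sample and 1056 with the clock score, and leaving out each library gave 1267 (without vehicle 4) to 2695 genes (without AAV-miR-34b/c 1), with 1328 without vehicle 1. Fewer samples enter the fits with close pairs summed. For the other changes, the cause was not tested.

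Normalization by library size only changed the direction of the calls. Of the genes called between AAV-miR-34b/c and AAV-GFP, 57.9% were higher with TMM normalization and 19.1% with library size only (119 higher, 505 lower), and the median log2 fold change of all genes moved to -0.20. For AAV-miR-34b/c against vehicle, 55.5% became 31.1%, with a median of -0.13. A candidate explanation is that acute phase transcripts took a larger share of the counts, with a median of 3.01% with AAV-GFP and 12.0% with AAV-miR-34b/c. Without the genes of the acute phase list the median under library size only was -0.088, so that these genes made up part of the shift and whether the rest has the same cause cannot be told apart from other shifts in composition, since the value lies between the limits set for either answer.

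The replicate numbers do not pair the libraries, since the correlations of same-numbered libraries were -0.28 to 0.21 between AAV-miR-34b/c and AAV-GFP, with 2 of 7 over 0.1. They were -0.09 to 0.22 (2 of 5) between AAV-GFP and vehicle and -0.23 to 0.28 (1 of 5) between AAV-miR-34b/c and vehicle. With the replicate number as a block, 142, 3088 and 922 genes were called in these comparisons, *Ccn2* had a log2 fold change of -0.19 between AAV-miR-34b/c and AAV-GFP, and *Pdgfra* of 0.032 between AAV-miR-34b/c and vehicle.

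*Col1a1* kept its direction and its side of the threshold in all 3 comparisons under every alternative that tested it. With at least 10 counts in every library it was not tested in either comparison with vehicle. For *Acta2*, the difference of mean log2 CPM between AAV-miR-34b/c and AAV-GFP was -0.73 to -0.27 over the fits that left out 1 library, and only the lowest, without AAV-GFP 7, had an exact permutation p under the threshold (0.0297). *Acta2* was called between AAV-GFP and vehicle only with limma-voom (2.12, adjusted p = 0.0488), and had a log2 fold change of -0.023 between AAV-miR-34b/c and vehicle with DESeq2. The counts of *Acta2* and *Timp1* limit what can be said of these genes. *Ccn2* (0.24 between AAV-miR-34b/c and AAV-GFP) reversed to -0.040 with library size only, -0.77 with limma-voom and -0.35 with the clock score, and was -0.27 to 0.40 over the fits that left out 1 library. In the same comparison, *Asgr1* (0.05) reversed to -0.17 with library size only, -0.061 with limma-voom, -0.030 with close pairs counted as 1 sample and -0.025 with the clock score (-0.076 to 0.12 with libraries left out), *Aif1* (0.20) to -0.0038 with library size only, and *Alb* (-0.04) was -0.17 to 0.058 with libraries left out. Between AAV-GFP and vehicle, *Cd68* (0.12) reversed to -0.10 with the clock score, and *Vcl* (0.13) was -0.0091 to 0.23 with libraries left out. Between AAV-miR-34b/c and vehicle, *Apob* (-0.13) reversed to 0.067 with limma-voom and 0.089 with the clock score (-0.21 to 0.039 with libraries left out) and *Glul* (0.036) to -0.079 with library size only and -0.062 with the replicate block (-0.048 to 0.11), while *Ccn2* (-0.25) was -0.76 to 0.061 and *Aif1* (-0.19) -0.29 to 0.0091 with libraries left out. None of the reversed values was called. Over the named genes other than the fibrosis markers in all 3 comparisons, 507 values kept direction and call under the alternatives other than leaving out a library, 17 lost the call, 7 gained it and 15 reversed. Over the fits that left out 1 library, 667 values kept both, 27 lost the call, 1 gained it (*Timp2* between AAV-miR-34b/c and AAV-GFP, without AAV-GFP 6) and 13 reversed. The lost calls were those of *Glul* between AAV-miR-34b/c and AAV-GFP, *Timp2* and *Pdgfrb* between AAV-GFP and vehicle, and *Abcb4* and *Vcl* between AAV-miR-34b/c and vehicle. Between AAV-miR-34b/c and AAV-GFP, *Glul* (0.78, adjusted p = 0.0390) and *Abcb4* (-0.65, adjusted p = 0.00989) were not called with close pairs counted as 1 sample (adjusted p = 0.203 and 0.187), and *Glul* was called in only 4 of 14 fits that left out 1 library. The cause was not tested.

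The activated HSC list kept its direction and its p under the threshold in every alternative run, with an NES of -2.33 with close pairs counted as 1 sample and -2.01 with the clock score. The NES of the quiescent HSC list reversed to 0.60 with at least 10 counts in every library and 0.74 when genes were ranked by log2 fold change, and was -1.05 (without AAV-miR-34b/c 1) to 0.88 (without AAV-miR-34b/c 6) when libraries were left out in turn, always far from the threshold. The hepatocyte list had the opposite direction with fry (adjusted p = 0.764) and with close pairs counted as 1 sample (NES -0.73), and the proliferation list was called between AAV-GFP and vehicle only with close pairs counted as 1 sample (NES 1.76). The cause was not tested.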

Differences from the paper's values

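The comparisons below use the tests and alternatives set before the data were examined, and the alternatives with close pairs counted as 1 sample and with the clock score were chosen only after the result was seen. The paper's values are from real-time PCR in Fig. S4C and from GSEA in Fig. 5B.

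For log2 ratios, the error used is 1 standard error of the value here, and the error of the values read by eye is not known. The log2 ratio of *Acta2* between AAV-GFP and vehicle is about 1.5 in Fig. S4C, read by eye, against 0.75 here (standard error 0.70). With library size only (0.83), limma-voom (2.12) and the replicate block (1.49) the values were within the error of the paper's, as they were without vehicle 1 (1.88) or 3 (1.04) and without AAV-GFP 1 (0.85), 3 (0.81), 6 (0.82) or 7 (0.95). With the other alternatives set before the data were examined they were not. With close pairs counted as 1 sample, which was chosen after seeing the values, it was 0.97. The log2 ratio of *Col1a1* between AAV-GFP and vehicle is about 2 in Fig. S4C, read by eye, against 2.42 here (standard error 0.36). Of the alternatives set before the data were examined, only leaving out vehicle 5 (2.29), AAV-GFP 1 (2.33) or AAV-GFP 4 (2.13) closed this gap, and the clock score, chosen after seeing the values, gave 1.81. Between AAV-miR-34b/c and AAV-GFP, the values of both genes were within the error of the paper's. *Col1a1* had -1.92 here against about -1.7 in Fig. S4C, and only library size only (-2.13) was outside the error. *Acta2* had a log2 ratio of mean CPM of -0.71 here against about -0.95. *Timp1*, also shown in Fig. S4C, had too few counts here for a fold.

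The NES of the activated HSC signature is about -1.3 in Fig. 5B, read by eye, against -2.09 for the activated HSC list here, and none of the alternatives closed the gap. The NES of the reverted HSC signature is about 1.4 in Fig. 5B, read by eye, against -0.64 for the quiescent HSC list here. The signs differ, while the error of the value here (2.77, from leaving out each library) is larger than the gap. The sign was that of the paper with at least 10 counts in every library (0.60), with genes ranked by log2 fold change (0.74) and in the 7 fits without AAV-GFP 2 or 4 or without AAV-miR-34b/c 3, 4, 5, 6 or 7 (0.58 to 0.88), and not with the other alternatives set before the data were examined. The paper's signatures are not the lists used here.

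The paper states that expression of fibrosis markers with AAV-miR-34b/c was similar to that of non-fibrotic livers. *Col1a1* was not called between these groups by edgeR, and 6 of 7 mice were above the range of vehicle-treated mice (exact permutation p = 0.00379).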

Other observations

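All counts of splits, the comparison of close pairs and the tests of explanations in this part were chosen only after the result was seen.

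Among 100 splits of the 14 libraries of TAA-treated mice into groups of 7, the real one included, 2 gave at least 311 genes. The other of these splits (332 genes) set AAV-GFP 1, 2 and 4 with AAV-miR-34b/c 4, 5, 6 and 7 against AAV-GFP 3, 5, 6 and 7 with AAV-miR-34b/c 1, 2 and 3, and neither the paper nor the sample records name a batch that it follows. The difference between AAV-miR-34b/c and AAV-GFP is not due to depth, since the ratio of the median total counts was 0.976. It was not removed by the clock score (227 genes called), which argues against time of day as the whole cause. Counting close pairs as 1 sample left 87 genes, where 10 simulations of the summed pairs without a change called at most 1. The simulated counts hold no differences between mice that many genes share, and other splits of the summed samples were not run. These 87 genes therefore argue against paired libraries as the whole cause only if genes vary independently between mice. For the activated HSC list 7 of 100 splits gave an NES as far from 0 as the real split, and for the quiescent HSC list 96 of 100. Since the exact permutation test of the mean log2 CPM of the activated list gave p = 0.00233, the difference of the mean stands apart from other groupings more clearly than the NES does. A lower share of all non-parenchymal cells would lower macrophage markers together with those of HSC. The macrophage list was not lower (difference 0.37, exact permutation p = 0.0198, 0.0594 adjusted). Between AAV-GFP and vehicle this list also moved against the activated HSC list (-0.63 and 0.81). It may therefore not follow the share of all non-parenchymal cells, and this test cannot decide. A lower share of these cells, a lower number of HSC and a lower expression per HSC all stay open.

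In 6 pairs of libraries of the same group the counts were closer than in any other pair: AAV-miR-34b/c 3 and 4 (coefficient of variation beyond counting noise 0.0814), AAV-miR-34b/c 5 and 7 (0.104), AAV-GFP 1 and 2 (0.132), vehicle 1 and 4 (0.145), vehicle 3 and 5 (0.150) and AAV-miR-34b/c 1 and 2 (0.177). The chi-square per gene of the closest pair was 2.87, so that none of them is 1 library deposited under 2 names. Whether both libraries of a pair come from 1 animal, from mice of 1 cage or litter or from mice collected together cannot be told apart. The proportions of immunoglobulin heavy chain classes, which differ between animals, differed in 3 of the 6 close pairs, in 42 of the other 46 pairs within a group and in 114 of 119 pairs between groups (permutation test, p under 0.05), and counts of these genes are low.

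The male-biased liver genes that were lower with AAV-GFP were also lower with AAV-miR-34b/c against vehicle (difference -1.48, exact permutation p = 0.00505; NES -2.57), as were clock output genes (difference -1.49, exact permutation p = 0.0328; NES -2.0). The difference in clock output genes was not past the threshold when adjusted over the lists added later (adjusted p = 0.0547). With close pairs counted as 1 sample, neither difference was past it (exact permutation p = 0.0571 and 0.114, where 0.0286 is the smallest possible). The NES between AAV-miR-34b/c and AAV-GFP was -1.20 for clock output genes (adjusted p = 0.311), 1.27 for male-biased liver genes (adjusted p = 0.237) and 1.02 for female-biased liver genes (adjusted p = 0.475), which had an NES of -1.14 between AAV-GFP and vehicle. Of the lists fixed in advance, the NES between AAV-miR-34b/c and AAV-GFP was 1.18 for pericentral hepatocytes (adjusted p = 0.512), 0.89 for periportal hepatocytes (adjusted p = 0.736), -1.65 for proliferation (adjusted p = 0.0718), -1.10 for reported miR-34 targets (adjusted p = 0.549) and -0.78 for the p53 response (adjusted p = 0.752). With AAV-miR-34b/c against vehicle, the mean log2 CPM of pericentral hepatocyte genes differed by -0.30 (exact permutation p = 0.00126, adjusted p = 0.0211; all 7 mice below). That of neutrophil, cholangiocyte and proliferation genes was higher by 3.19, 1.03 and 0.82 (adjusted exact permutation p = 0.0448, 0.0274 and 0.0394). With close pairs counted as 1 sample, only the pericentral p was under the threshold (0.0286, the smallest possible). The lists of cholangiocytes (2 tested genes) and T or B cells (1 tested gene) had too few genes for a test, and the mean log2 CPM of the 2 cholangiocyte genes was higher with AAV-GFP than with vehicle by 1.11 (exact permutation p = 0.00126, the smallest that 7 mice against 5 allow; all 7 mice above vehicle).

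Between AAV-GFP and vehicle, the macrophage list was lower (NES -2.08, adjusted p = 0.00342; mean log2 CPM difference -0.63, exact permutation p = 0.00379; 0.0595 with close pairs counted as 1 sample), while the paper's necro-inflammatory grading was higher with TAA (Figure S4D). In other splits of these libraries, 11 of 100 gave an NES of this list as far from 0, and for AAV-miR-34b/c against AAV-GFP 13 of 100 for macrophages and 17 of 100 for neutrophils, so that the NES of these lists does not separate the real groups from other groupings. The mean log2 CPM of the 3 neutrophil genes was nevertheless higher with AAV-miR-34b/c than with AAV-GFP by 3.30 (exact permutation p = 0.00233, adjusted p = 0.0211; 0.00952 with close pairs counted as 1 sample; 5 of 7 mice above all AAV-GFP-injected mice). The acute phase list was lower with AAV-GFP than with vehicle (NES -1.88, adjusted p = 0.00696), which did not hold under fry (adjusted p = 0.174) and was reached by 43 of 100 splits. For the other lists the NES between AAV-GFP and vehicle was not called, with 1.06 for hepatocytes, -0.79 for endothelial cells, -1.66 for pericentral hepatocytes, 1.02 for periportal hepatocytes, 1.52 for proliferation, -0.98 for reported miR-34 targets, 1.41 for the p53 response and -0.76 for the quiescent HSC list. The mean log2 CPM of the p53 response list was nevertheless higher with AAV-GFP than with vehicle by 0.52 (exact permutation p = 0.00379, adjusted p = 0.0211; all 7 mice above vehicle), and that of the proliferation list by 0.98 (exact permutation p = 0.00631, adjusted p = 0.0274; 6 of 7 mice above). In the p53 response list 4 genes were higher and 4 lower, with a median log2 fold change of -0.16, so that its mean rests on some of its genes. With close pairs counted as 1 sample, the exact permutation p was 0.0238 for the p53 response and 0.0595 for proliferation. The mean log2 CPM of hepatocyte genes (difference 0.08, exact permutation p = 0.0366, adjusted p = 0.0952) and of T or B cell genes (difference -0.93, exact permutation p = 0.0164, adjusted p = 0.0533) did not pass the adjusted threshold. No explanation was tested for these lists.

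The share of genes changed between AAV-GFP and vehicle that moved back with AAV-miR-34b/c was a median of 55.3% over 35 divisions of the AAV-GFP libraries (27.8% to 83.4%, 151 to 2784 genes). No effect gave 45.2% to 52.9% in simulated counts. It was 66.7% with library size only, 61.3% with close pairs counted as 1 sample (20 divisions) and 57.2% among genes with an absolute log2 fold change of at least 1. The simulated counts hold no differences between mice that many genes share. In 100 regroupings of the TAA libraries, the real one included, each taken as the median over 35 divisions with the direction of the vector comparison from mean log2 CPM, the real share was 55.6% and the other shares were 11.6% to 88.6%. Of these regroupings 36 gave a share as large as the real one, so that a general return towards vehicle was not detectable among them. With all 7 AAV-GFP libraries in both comparisons the share was 61.9%, against 62.1% to 66.7% in simulations without an effect, which shows how a shared control alone produces opposite signs.

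Genes with a miR-34 seed match in the 3′ UTR were tested as a group for a lower expression with AAV-miR-34b/c. The median log2 fold change of 1727 genes with a match differed by 0.01 from that of the other tested genes with a 3′ UTR (9128 in all), and 96 of 200 control motifs were as low (one-sided permutation p over the motifs 0.483; 0.378 to 0.572 over the alternatives). Of 100 splits of the libraries, 91 gave a difference as far from 0. A general lowering of transcripts with a seed match was not detectable. In simulated data, 0.1 subtracted from the fitted log2 fold change of every gene with a match was detected. This uniform shift holds no uneven lowering and no differences between mice that many genes share. The smallest lowering detectable in the real libraries is therefore not known. The list of reported miR-34 targets was lower with AAV-miR-34b/c than with vehicle under fry (adjusted p = 0.00414; 15 of 19 genes lower). Its NES of -1.56 was not called (adjusted p = 0.101), and its mean log2 CPM differed by -0.19 (exact permutation p = 0.0758). TAA differs between these groups as well, so that miR-34b/c is not tested alone there. AAV-miR-34b/c is expressed in hepatocytes by the TBG promoter, and no test of translation is possible with these libraries.

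Among other genes that the paper names, *Vcl* was lower with AAV-miR-34b/c than with AAV-GFP (log2 fold change -1.09, standard error 0.21, edgeR adjusted p = 0.00475; all 7 mice below all AAV-GFP-injected mice). *Timp2* (-0.65, adjusted p = 0.111), *B2m* (-0.18), *Apob* (-0.34), *Alb* (-0.04), *Cd68* (0.22) and *Aif1* (0.20) were not called by edgeR, and *Tgfb1*, *Ccl2*, *Il6*, *Des* and *Vwf* had too few counts to be tested. *Glul* was lower with AAV-GFP than with vehicle (log2 fold change -0.75, edgeR adjusted p = 0.0167; 0.125 with close pairs counted as 1 sample and 0.423 with the clock score) and higher with AAV-miR-34b/c than with AAV-GFP. In a principal component analysis of all 19 libraries, the first component held 31.0% of the variance. On it, the AAV-GFP libraries 6 and 7 and the AAV-miR-34b/c libraries 1 and 2 lay on the side of the vehicle libraries. On the second component (13.3%), AAV-miR-34b/c 1 and 2 lay far from them (-45.7 and -50.4, vehicle 4.47 to 26.7). No explanation was tested for these libraries.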
